# Nuclear Speckle RNA Binding Proteins Remodel Alternative Splicing and the Non-coding Arabidopsis Transcriptome to Regulate a Cross-Talk Between Auxin and Immune Responses

**DOI:** 10.3389/fpls.2018.01209

**Published:** 2018-08-21

**Authors:** Jérémie Bazin, Natali Romero, Richard Rigo, Celine Charon, Thomas Blein, Federico Ariel, Martin Crespi

**Keywords:** RNA binding proteins, RNP complexes, alternative splicing, immune response, auxin

## Abstract

Nuclear speckle RNA binding proteins (NSRs) act as regulators of alternative splicing (AS) and auxin-regulated developmental processes such as lateral root formation in *Arabidopsis thaliana*. These proteins were shown to interact with specific alternatively spliced mRNA targets and at least with one structured lncRNA, named *Alternative Splicing Competitor* RNA. Here, we used genome-wide analysis of RNAseq to monitor the NSR global role on multiple tiers of gene expression, including RNA processing and AS. NSRs affect AS of 100s of genes as well as the abundance of lncRNAs particularly in response to auxin. Among them, the *FPA* floral regulator displayed alternative polyadenylation and differential expression of antisense *COOLAIR* lncRNAs in *nsra/b* mutants. This may explains the early flowering phenotype observed in *nsra* and *nsra/b* mutants. GO enrichment analysis of affected lines revealed a novel link of NSRs with the immune response pathway. A RIP-seq approach on an NSRa fusion protein in mutant background identified that lncRNAs are privileged direct targets of NSRs in addition to specific AS mRNAs. The interplay of lncRNAs and AS mRNAs in NSR-containing complexes may control the crosstalk between auxin and the immune response pathway.

## Introduction

RNA binding proteins (RBPs) have been shown to affect all steps of post-transcriptional gene expression control, including alternative splicing (AS), silencing, RNA decay, and translational control (Bailey-Serres et al., 2009). The *Arabidopsis thaliana* genome encodes for more than 200 proteins predicted to bind RNAs. The picture becomes even more complex since over 500 proteins were found to bind polyA+ RNA in a recent study attempting to define the RNA interactome using affinity capture and proteomics (Marondedze et al., 2016). However, only a small subset of RBPs has been functionally assigned in plants. The versatility of RBPs on gene expression regulation has been recently highlighted by the identification of several among them acting at multiple steps of post-transcriptional gene regulation (Lee and Kang, 2016; Oliveira et al., 2017). During mRNA maturation, the transcript acquires a complex of proteins at each exon–exon junction during pre-mRNA splicing that influences the subsequent steps of mRNA translation and decay (Maquat, 2004). Although all RBPs bind RNA, they exhibit different RNA-sequence specificities and affinities. As a result, cells are able to generate diverse ribonucleoprotein complexes (RNPs) whose composition is unique to each mRNA and these complexes are further remodeled during the life of the mRNA in order to determine its fate. One approach to determine RBP function consisted in the identification of all interacting molecules (the so-called RNPome) of a specific RNP and the conditions of their association. The ribonucleoprotein immunopurification assay facilitates the identification and quantitative comparison of RNA association to specific proteins under different experimental conditions. This approach has been successfully used to elucidate the genome-wide role of a number of plant RBPs involved in pre-mRNA splicing, stress granule formation or translational control (Sorenson and Bailey-Serres, 2014; Gagliardi and Matarazzo, 2016; Foley et al., 2017; Köster and Meyer, 2018).

The nuclear speckle RNA binding proteins (NSRs) are a family of RBPs that act as regulators of AS and auxin regulated developmental processes such as lateral root formation in *Arabidopsis thaliana*. These proteins were shown to interact with some of their alternatively spliced mRNA targets and at least with one structured lncRNA, named *Alternative Splicing Competitor* RNA (*ASCO*) (Bardou et al., 2014). Overexpression of *ASCO* was shown to affect AS of a subset of mRNA regulated by NSRs, similar to *nsra/b* double mutants, and *ASCO* was also shown to compete *in vitro* with the binding of one AS mRNA target. This study suggested that plant lncRNAs are able to modulate AS of mRNA by hijacking RBPs, such as NSRs, involved in splicing (Romero-Barrios et al., 2018). In addition, transcriptome analysis using microarrays and specific AS analysis on a subset of mRNAs suggested a role of NSR in transcriptome remodeling in response to auxin (Bardou et al., 2014).

Here we used genome wide analysis to monitor the NSR global role on multiple tiers of gene expression, including RNA processing and AS. This allowed us to find a new role of NSR in the control of flowering time regulators as well as to suggest that NSRs control the crosstalk between auxin and the immune response pathway.

## Results

### Auxin Regulation of Gene Expression Is Altered in *nsra/b* Double Mutant

To characterize the role of NSRs in the control of auxin regulated gene expression, we performed paired-end strand specific RNA sequencing on the *nsra/nsrb* (*nsra/b*) double mutant and wild type (Col-0) seedlings treated for 24 h with the synthetic auxin NAA (100 nM) or a mock solution (Bardou et al., 2014; Tran et al., 2016) (**Figure 1A**).

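The mock-treated part of this experiment comprised 6 libraries, 3 from Col-0 and 3 from nsra/b seedlings, each from polyadenylated RNA of whole seedlings kept for 24 h on medium without NAA. The nsra/b line carries T-DNA insertions in both NSR genes in the Col-0 background. The methods give an age of 10 days at transfer and reads of 150 nt, whereas the sample records give 14 days at transfer, 15 days at harvest and reads of 100 nt. The authors aligned the read pairs with tophat, keeping 1 alignment per read, and counted them on genes with summarizeOverlaps in its strand specific Union mode. By default this mode does not count a read that overlaps more than 1 gene on its strand. The methods do not state whether this default was kept. AT3G05932 and AT3G05935 had nearly equal counts in every library, so shared reads may have entered both. The deposited values are these raw counts for 44200 features, of which 37807 carry an Arabidopsis gene identifier and 6393 are loci that the authors assembled de novo. The counts per library came to 27152846, 32578330 and 30249052 for Col-0, with a median of 30249052, and to 25936176, 30758283 and 29848192 for nsra/b, with a median of 29848192. The paper's reported minimum is 28 M reads per sample, and the totals used here are reads counted on genes. The 10 genes with the most counts took between 7.49% and 8.23% of each library. Counts were scaled to CPM with edgeR's TMM factors, which ran from 0.992 to 1.01, and genes too low to test were removed with edgeR's filterByExpr function, which left 21606 features. The 2 genotypes were compared with edgeR's quasi-likelihood test, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.01. The paper used DESeq2 with FDR correction, and Supplementary Table S1B heads its list with a Bonferroni threshold of 0.01. DESeq2 in place of edgeR, Bonferroni adjustment and a minimum fold change each lowered the number of called genes by more than 1.5 times, whereas limma voom called 1875 against 1914. Libraries of the same genotype differed by more than counting error, with a chi-square over degrees of freedom from 1.36 to 1.90 in the 6 pairs, so all 6 libraries were kept as separate samples. The same ratio was from 5.01 to 5.84 in the 9 pairs of different genotypes. With 3 libraries per genotype, an exact two-sided permutation test of a single gene cannot give a p-value below 0.1. The methods describe no molecular identifiers, so intervals and detection floors cover counting error only, and 3 counts, the floor used, stand for 0.0921 to 0.116 CPM.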

**FIGURE 1:**
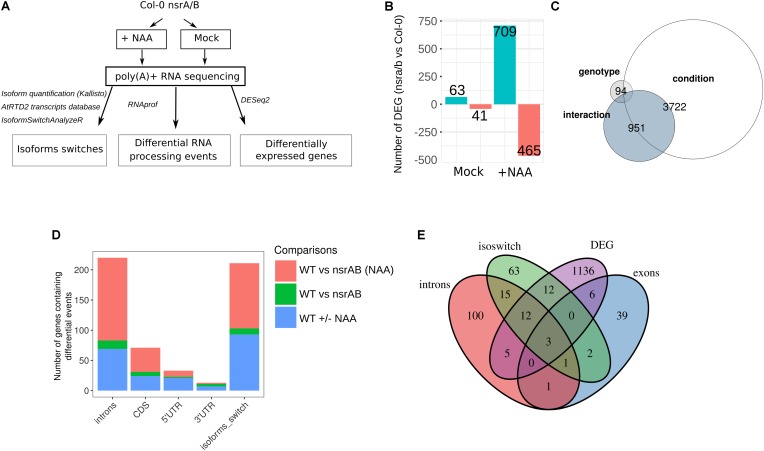
The *nsra/b* mutant shows changes in auxin-dependent gene expression and AS. **(A)** Experimental design to analyze expression and alternative splicing (AS) changes in response to the synthetic auxin NAA in *nsra/b* compared to Col-0 (WT). **(B)** Number of up or down regulated genes between *nsra/b* and Col-0 (WT) in control and NAA treated seedlings. **(C)** Comparison of gene sets whose expression is significantly affected by the *nsra/b* mutation only (genotype), the NAA treatment (condition) or the interaction between the two factors (interaction). **(D)** Number of genes containing at least one differential RNA processing events in introns, CDS, 5′ UTR, and 3′ UTR or a switching isoform in each possible pairwise comparison. **(E)** Comparison of differentially spliced genes identified by the different methods. The exon group represents genes with a differential processing events in 5′ UTR, 3′ UTR, or CDS exons.

In mock treated samples, 63 and 41 genes were found to be differentially up and down-regulated between mutant and wild type seedlings (**Supplementary Table S1B**). 

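In the mock-treated seedlings, 1914 of the 21606 tested features were called differentially expressed, 1140 higher and 774 lower in nsra/b than in Col-0. Most of the changes were small, as the median absolute log2 fold change of the called genes was 0.24, with quartiles of 0.16 and 0.38. An absolute log2 fold change of at least 1 was reached by 95 called genes, 50 of them higher and 45 lower, and this minimum left the fewest genes among the choices varied one at a time. DESeq2 at the same threshold called 657 genes higher and 463 lower, and with Bonferroni adjustment 269 and 168. The replicates varied little, with a common biological coefficient of variation of 0.0203 in edgeR. With that coefficient fixed at 0.1, a value chosen after seeing the data, 136 genes were called higher and 67 lower. That run also used edgeR's likelihood ratio test in place of the quasi-likelihood test, so the coefficient is not the only difference. For 1899 of the called genes all 3 nsra/b values lay on one side of all 3 Col-0 values. This held for 6482 of all tested genes, where chance gives 10%. Protein-coding genes made up 1840 of the 1914. The largest increase was in AT1G64795, an uncharacterized gene on chromosome 1 from 24082579 to 24082848 in TAIR10.1, which had 6, 10 and 9 counts in Col-0 and 919, 1084 and 1019 in nsra/b. Its log2 fold change was 6.94 (standard error 0.110, adjusted p = 2.38e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That standard error is derived from the F statistic and likely understates the error at so large a change, as DESeq2 gave 0.295. AT1G76940, which encodes an RNA-binding protein of the RRM family, had the smallest p-value and rose from 15.1 ± 0.797 to 189.9 ± 3.44 CPM (SD, n = 3 libraries per genotype). Whether AT1G76940 is one of the mutated NSR genes was not determined. Its rise can therefore not be taken as a regulatory effect of NSRs, since a T-DNA insertion can change transcription next to it. By edgeR's estimate the largest decrease was in MRD1 (AT1G53480), from 25.4 ± 0.886 to 0.123 ± 0.0729 CPM (SD, n = 3 libraries per genotype). The log2 fold change of MRD1 was -7.60, with a standard error of 0.146 from the F statistic and 0.441 from DESeq2. The fall of AT1G07887 is known only as a lower bound and cannot be ranked against it. MRD1 overlaps HEI10 (AT1G53490) and the lncRNA AT1G07887 on the other strand, both of which also fell, and gene counts cannot separate a change of expression there from a sequence variant of the line. From this pairwise comparison of mutant and wild type, the paper counts the genes differentially expressed in each direction in mock samples.

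**Figure D1:**
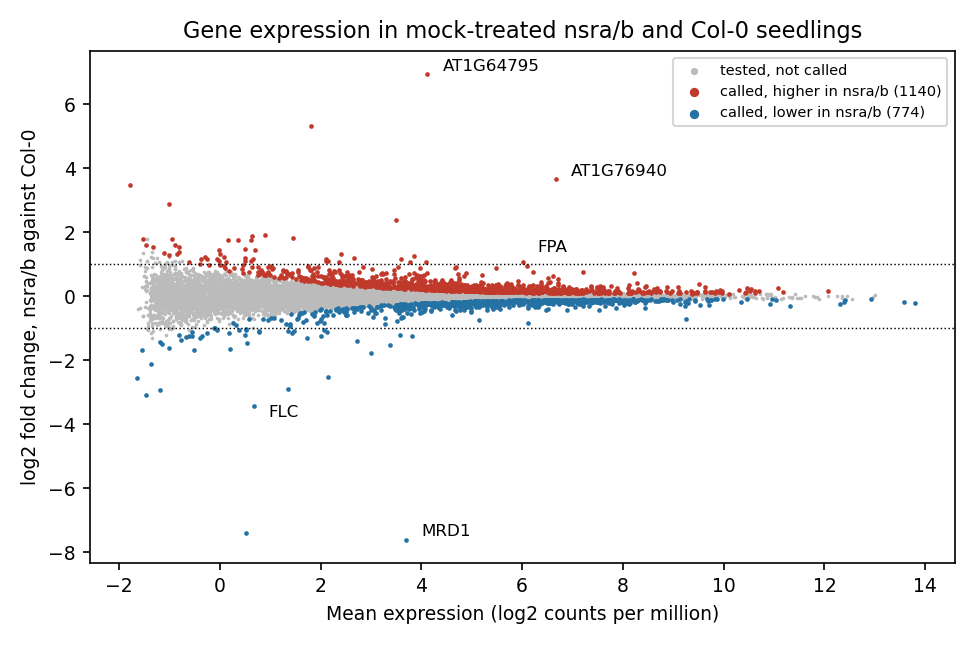
Log2 fold change between mock-treated nsra/b and Col-0 seedlings against mean expression in log2 CPM, 1 point per tested gene. Genes called higher (1140) and lower (774) are coloured, dotted lines mark a log2 fold change of 1 in either direction, and most coloured points lie between those lines.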

Remarkably, in response to auxin, we identified 709 and 465 genes significantly up and down-regulated in *nsra/b*, compared to wild type (**Figure 1B** and **Supplementary Table S1B**). 

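A principal component analysis was computed on the log2 CPM of the 500 most variable genes in the 6 mock-treated libraries, with a prior count of 2. The first component carried 61.0% of the variance and the second 11.8%. On the first component, the closest libraries of different genotypes were 20.9 units apart, whereas the largest range within a genotype was 1.90 units. All 3 nsra/b libraries lay on one side of all 3 Col-0 libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The share of the first component was 45.8% when all tested genes were used and 91.5% with DESeq2's variance stabilizing transformation, and the genotypes were separated in both.

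**Figure D2:**
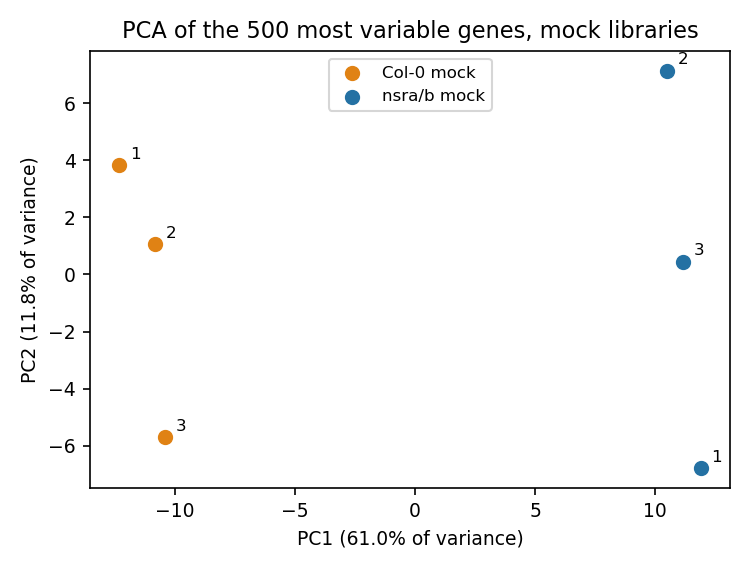
First and second principal components of the 500 most variable genes, 1 point per mock-treated library, with the replicate number beside each point. The Col-0 and nsra/b libraries are separated along the first component (61.0% of variance), and the second (11.8%) spreads the libraries within each genotype.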

Principal component analysis (PCA) showed a dispersion of the data compatible with statistical comparisons between groups (**Supplementary Figure S1**). Multifactor analysis of differential gene expression further showed that *nsra/b* mutation has a major effect on auxin-regulated gene expression. Indeed, a set of 951 genes showed significant interaction between genotype and auxin regulation (**Figure 1C** and **Supplementary Table S1B**). This is in agreement with our previous findings indicating that NSRs mediate auxin regulation of gene expression (Bardou et al., 2014).

We have previously shown that NSRs modulate auxin-induced AS of a particular subset of genes using specific qRT-PCR assays (Bardou et al., 2014). We use now our RNA-seq dataset to characterize genome-wide effects of NSRs on AS and more generally on RNA processing (**Figure 1A**). To this end, we made use of the RNAprof software, which implements a gene-level normalization procedure and can compare RNA-seq read distributions on transcriptional units to detect significant profile differences. This approach allows *de novo* identification of RNA processing events independently of any gene feature or annotation independently of gene expression differences (Tran et al., 2016). RNAprof results were parsed to retain only highly significant differential RNA processing events (p.adj < 10e-4) and further crossed with gene annotation in order to classify them according to their gene features. The majority of events overlapped with intronic regions (**Figure 1D** and **Supplementary Table S1C**), which is in accordance with data showing that intron retention is the major event of AS in plants (Ner-Gaon et al., 2004). The effect of *nsra/b* on RNA processing and splicing is enhanced in response to NAA. In other words the vast majority of differential events between *nsra/b* and wild type plants were identified essentially in presence of auxin.

To further support the results from RNAprof and to gain knowledge on the functional consequences of NSR mediated AS events, we quantified mRNA transcript isoforms of the AtRTD2 database (Brown et al., 2017) using *kallisto* (Bray et al., 2016). Then, we searched for marked changes in isoform usage using IsoformSwitchAnalyzeR package (Vitting-Seerup and Sandelin, 2017), which allows statistical detection and visualization and prediction of functional consequences of isoform switching events. As a result, we identified 118 NSR-dependent isoform switching events including 108 only detected in NAA-treated samples (**Figure 1E** and **Supplementary Table S1D**). Comparison of gene sets affected in their steady state abundance, containing differential RNA processing or isoforms switching events in *nsra/b* highlighted the fact that most differentially spliced genes are not differentially expressed. In addition, over 35% of genes predicted with isoforms switching events were also found using RNAprof (**Figure 1E**).

### NSRs Affect the Abundance of Numerous LncRNAs

The activity of NSR proteins on AS is modulated by the lncRNA *ASCO* and the abundance of *ASCO* RNA is increased in *nsra/b* mutant (Bardou et al., 2014). Therefore, we conducted a global analysis of lncRNAs detection and expression in our RNA-seq datasets. Annotated lncRNA (Araport11) were combined with *de novo* predicted transcripts and further classified based on their location in intergenic and antisense regions of coding genes (**Figure 2A**). More than 2440 lncRNAs were detected in our RNAseq data with more than 1 TPM (**Supplementary Table S1A**) in at least three samples. 

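Detection was counted again in the 6 mock-treated libraries from counts divided by annotated exon length and scaled to TPM. Of 1421 annotated antisense lncRNAs of at least 200 nt, 291 had more than 1 TPM in at least 3 of the 6 libraries, and of 2666 annotated intergenic lncRNAs 224 did, which makes 515 of 4087. In all 6 libraries, 243 antisense and 176 intergenic lncRNAs exceeded 1 TPM. By the same measure 19278 of 27442 protein-coding genes were detected in at least 3 libraries. For 1999 of the antisense loci that the authors predicted de novo, the position is listed in Supplementary Table S1, and 192 of them had more than 1 TPM over their span in at least 3 libraries. The exons of these loci were not used here, so their TPM is set by the whole span. The paper's table marks 567 of the 1999 as expressed, and 186 loci were in both sets. Detection of the other de novo loci was not counted, and the NAA-treated libraries were not analysed here.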

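Among the lncRNAs tested in mock-treated seedlings, 37 were called differentially expressed between nsra/b and Col-0 by edgeR's quasi-likelihood test, 27 antisense and 10 intergenic. The antisense lncRNAs comprised 22 of 322 tested annotated genes, 12 higher and 10 lower in nsra/b, and 5 of 89 tested de novo loci with a listed position, 4 higher and 1 lower. Of 241 tested intergenic lncRNAs, 6 were called higher and 4 lower. The counts depended on the threshold, and Bonferroni adjustment left 4 antisense and 3 intergenic lncRNAs with edgeR and 4 and 2 with DESeq2. A further 6 called de novo loci have no position here and 1 called lncRNA overlaps a gene on its own strand and none on the other, and these were not counted in either class. The antisense lncRNA with the largest change was AT1G07887, on the plus strand of chromosome 1 from 19963067 to 19964105 in TAIR10.1, opposite MRD1 and overlapping HEI10 on its own strand. It had 82, 83 and 74 counts in the Col-0 libraries and 0, 0 and 1 in nsra/b, all at or under the floor of 3 counts, and was thus at least 25.6-fold lower (adjusted p = 9.35e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The intergenic lncRNA with the largest change was AT1G67105, on the plus strand of chromosome 1 from 25057479 to 25058264, with 23, 33 and 51 counts in Col-0 and 107, 129 and 127 in nsra/b. Its log2 fold change was 1.81 (standard error 0.164, adjusted p = 4.69e-10 from edgeR's quasi-likelihood test).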

In mock conditions, differential expression analysis served to identify five antisense and four intergenic lncRNAs differentially expressed between mutant and wild type seedlings, whereas 31 intergenic and 23 antisense lncRNAs were found to be differentially regulated between mutant and wild type in the presence of auxin (**Figure 2B**). Differentially expressed lncRNAs included a number of well-characterized lncRNAs such as *APOLO*, which as been shown to influence root gravitropism in response to auxin via its action on PINOID protein kinase expression dynamics. In addition, the expression of lncRNA *ASCO*, shown to interact with NSR to modulate AS of its mRNA targets, was also affected in in nsra/b suggesting a feedback regulation of NSR on ASCO lncRNA (**Figure 2B**).

**FIGURE 2:**
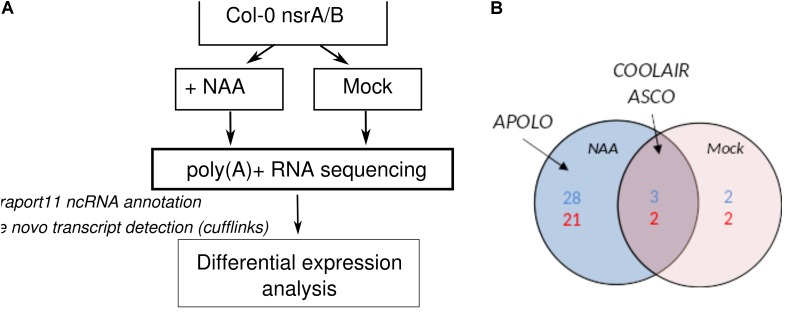
NSRs control the expression of numerous lncRNAs. **(A)** Experimental design to analyze changes in lncRNAs expression in *nsra/b* vs. Col-0 (WT) in control condition and in response to the synthetic auxin NAA. LncRNAs were predicted *de novo* using cufflinks and merged with Araport11 lncRNA annotation. **(B)** Differentially expressed antisense (blue) and intergenic (red) lncRNA in nsra/b compared to Col-0 in mock (red circle) or NAA treated (blue circle) seedlings. Already characterized lncRNA ASCO (Bardou et al., 2014), *APOLO* (Ariel et al., 2014), and COOLAIR (Liu et al., 2009) are indicated on the figure.

### NSRa Is Involved in the Control Flowering Time Through the Modulation of the *COOLAIR/FLC* Module

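In TAIR10.1 the transcripts antisense to FLC are annotated as the lncRNA AT5G01675. In the mock-treated Col-0 libraries it had 5, 3 and 2 counts, and in the nsra/b libraries 0, 1 and 1, so that 10 reads were counted in Col-0 and 2 in nsra/b. The exact 95% Clopper-Pearson intervals were 0.0598 to 0.43, 0.019 to 0.269 and 0.00801 to 0.239 CPM in Col-0, and 0 to 0.142, 0.000823 to 0.181 and 0.000848 to 0.187 in nsra/b, and they overlap between the genotypes. Every Col-0 value was higher than every nsra/b value (exact two-sided permutation test, p = 0.1). The gene was too low to enter the test across all genes. Without the filter on low counts edgeR gave an unadjusted p-value of 0.0512 and an adjusted p-value of 0.256. All 3 nsra/b libraries and 2 of the Col-0 libraries lay at or under the floor of 3 counts.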

Interestingly, we also identified the lncRNA *COOLAIR* as down regulated in *nsra/b*, both in mock or NAA treated samples (**Figure 2B**). 

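FLC (AT5G10140) lies on the minus strand of chromosome 5 from 3173382 to 3179448 in TAIR10.1 and encodes a MADS-box transcription factor. It has 4 annotated transcripts with 6 to 8 exons. The antisense gene AT5G01675 lies on the plus strand from 3173371 to 3179600 and covers the whole FLC gene. Of its 6 annotated transcripts, 2 end at 3173996 or 3173997, close to the 3′ end of FLC, and the other 4 have their last exon ending at 3179600, beyond the first exon of FLC, which spans 3179155 to 3179448. The counting by the authors was strand specific, so reads of the 2 genes are separated by strand, apart from any reads placed on the wrong strand. The share of such reads was not measured, and it matters for a gene with as few counts as AT5G01675. Reads of the proximal and distal antisense transcripts are added up.

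**Figure D3:**
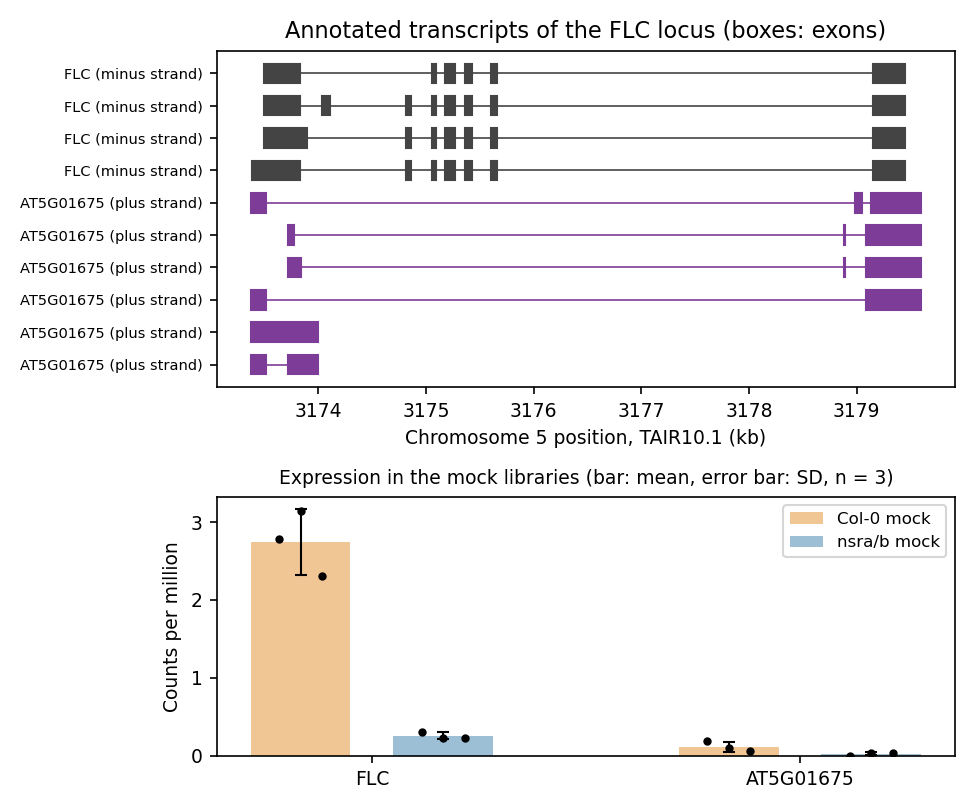
Top, annotated transcripts of FLC and AT5G01675 along chromosome 5 in kb, with exons as boxes. Bottom, CPM of both genes in the mock-treated libraries, with points for libraries, bars for means and error bars for the SD (n = 3); FLC lies between 2.31 and 3.14 in Col-0 and between 0.228 and 0.308 in nsra/b.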

*COOLAIR* designate a set of transcripts expressed in antisense orientation of the locus encoding the floral repressor FLC (Whittaker and Dean, 2017). Two main classes of *COOLAIR* lncRNAs are produced by AS and polyadenylaton of antisense transcripts generated from the FLC locus. One uses a proximal splice site and a polyadenylation site located in intron 6 of *FLC*, whereas the distal one results from the use of a distal splice and polyadenylation sites located in the *FLC* promoter (reviewed in Whittaker and Dean, 2017) (**Figure 3A**).

**FIGURE 3:**
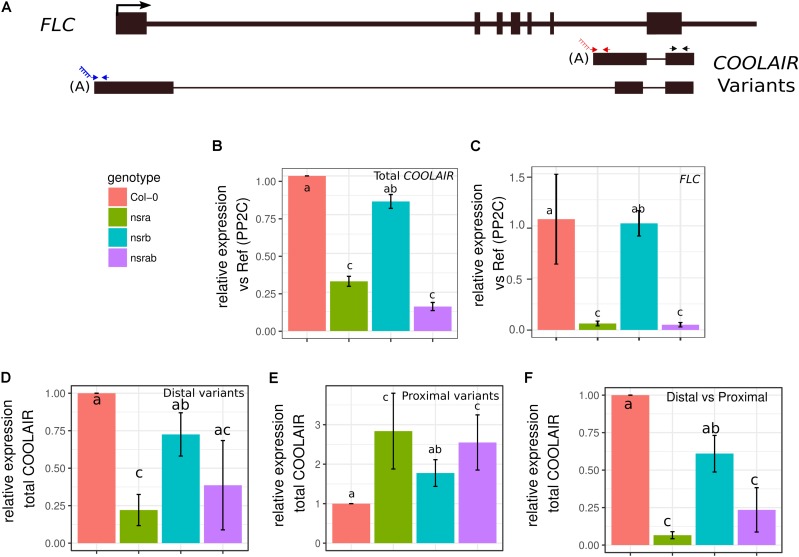
NSRs modulate the relative abundance of lncRNA *COOLAIR* variants. **(A)** Schematic representation of transcripts from the *FLC/COOLAIR* locus. *COOLAIR* isoforms are shown including positions of primers (arrows) used to measure distal (blue arrows) and proximal (red arrows) and total (black arrows) COOLAIR variant abundance. Black rectangles and black lines denote exons and introns, respectively. **(B)** *COOLAIR* and **(C)** *FLC* abundance measured by RT-qPCR in *nsra, nsrb, nsra/b* and Col-0 in seedlings. **(D)** Proximal and **(E)** distal variant usage normalized to the total amount of *COOLAIR*. **(F)** Distal vs. proximal variant usage ratio. Data represent the mean of three biological replicates ± standard error. Results were analyzed by one-way analysis of variance (ANOVA) followed by Tukey’s *post-hoc* test: groups with different letters are statistically different (*p* ≤ 0.05) and groups with the same letters are statistically equal (*p* ≤ 0.05). Significance was determined using an ANOVA coupled with a Tukey pairwise test (*p*-value < 0.05).

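In mock-treated seedlings, FLC had 75, 102 and 70 counts in the Col-0 libraries and 8, 7 and 7 in the nsra/b libraries, or 2.75 ± 0.42 and 0.256 ± 0.0445 CPM (SD, n = 3 libraries per genotype). The log2 fold change was -3.42 (standard error 0.244, adjusted p = 1.60e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave a larger standard error of 0.373. Among the 774 genes called lower in nsra/b, FLC had the third largest decrease by edgeR's estimate, and among all 1914 called genes it ranked 7 by absolute log2 fold change and 42 by p-value. Its log2 fold change stayed between -3.55 and -3.30 with each library left out in turn.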

Strikingly, *FLC* is one of most deregulated genes in *nsra/b* mutants in control and NAA-treated samples. Notably, it was shown that a number of splicing and RNA processing factors control *FLC* expression by modulating the ratio of *COOLAIR* proximal and distal variants (Liu et al., 2009; Marquardt et al., 2014; Whittaker and Dean, 2017). Therefore, we determined the abundance and the ratio of *COOLAIR* variants in wild type, single *nsra*, *nsrb* and the double *nsra/b* mutants in control and NAA treated conditions using a dedicated strand-specific RT-qPCR assay (Marquardt et al., 2014). First, we confirmed that total *COOLAIR* and *FLC* abundance was decreased in *nsra* and *nsra/b* but not *nsrb* (**Figures 3B,C**). More importantly, we found that relative usage of the short (proximal) variant of *COOLAIR* increased by twofold in *nsra* and *nsra/b* but not in *nsrb* leading to an increase of the ratio of distal vs. proximal *COOLAIR* isoforms in the same genotypes (**Figures 3D–F**). When analyzing the relative abundance of both variants against a housekeeping gene, we determined the decrease of total COOLAIR transcripts associated with a specific decrease of the distal variants. In contrast, proximal variant abundance remains stable (**Supplementary Figure S2**), leading to a change in relative variant usage (**Figures 3D,E**). Interestingly, the proximal *COOLAIR* variant was associated with a down-regulation of *FLC* and an early flowering phenotype (Marquardt et al., 2014). Together, these results suggest that the modulation of COOLAIR polyadenylation and/or splicing in nsra mutants contributes to the control of FLC expression. In addition, RNAprof also identified that the mRNA coding for the FPA protein (Hornyik et al., 2010) was differentially processed in *nsra/b* seedling treated with NAA (**Figure 4A**). The differential RNA processing event occurred at the end of intron 1, which has been shown to contain an alternative polyadenylation site necessary for FPA negative autoregulation (Hornyik et al., 2010). RNAprof analysis hinted a significant reduction of the short FPA variant in nsra/b mutant compared to Col-0 (**Figure 4A**). RT-qPCR analysis using isoform specific primers (**Figure 4A**) showed that the long isoform accumulated in *nsra* and *nsra/b* but not in *nsrb* whereas the short isoform remained unaffected (**Figure 4B**). Hence, our data suggested that the use of the proximal polyA site is reduced in *nsra* and *nsra/b* mutant, which is predicted to lead to an increase of the full-length functional FPA. Interestingly, FPA was shown to favor proximal *COOLAIR* variants forms (Hornyik et al., 2010), suggesting that the effect of NSR mutation on *COOLAIR* variant ratio may be mediated by changes in *FPA* polyadenylation site usage. To address this potential mechanism, we checked whether *COOLAIR* or *FPA* are direct targets of NSRa by RNA immunoprecipitation (RIP) using transgenic lines expressing a tagged version of the NSRa protein. Although we did not find *COOLAIR* binding to NSR, both the long and the short *FPA* variant were enriched in the RIP assay supporting the idea that NSRa directly influences the processing of FPA mRNA (**Figure 4C**). Given the critical role of FPA, *COOLAIR*, and FLC in flowering, we hypothesized that NSRa may be involved in the control of flowering time. Indeed, we observed that *nsra/b* mutant displays an early flowering phenotype (**Figure 5A**). We then quantified this phenotype by counting the number of rosette leaves when the flower stem emerged from the plants. Data showed that *nsra* and *nrsa/b* but not *nsrb* display an early flowering phenotype (**Figure 5B**), which is consistent with a lower expression of *FLC* in *nsra* and *nsra/b* mutants only (**Figure 4C**). Altogether, our results indicate that NSRa-dependent modulation of *FPA* polyadenylation may impacts the activity of the *COOLAIR/FLC* module, affecting flowering time in Arabidopsis.

**FIGURE 4:**
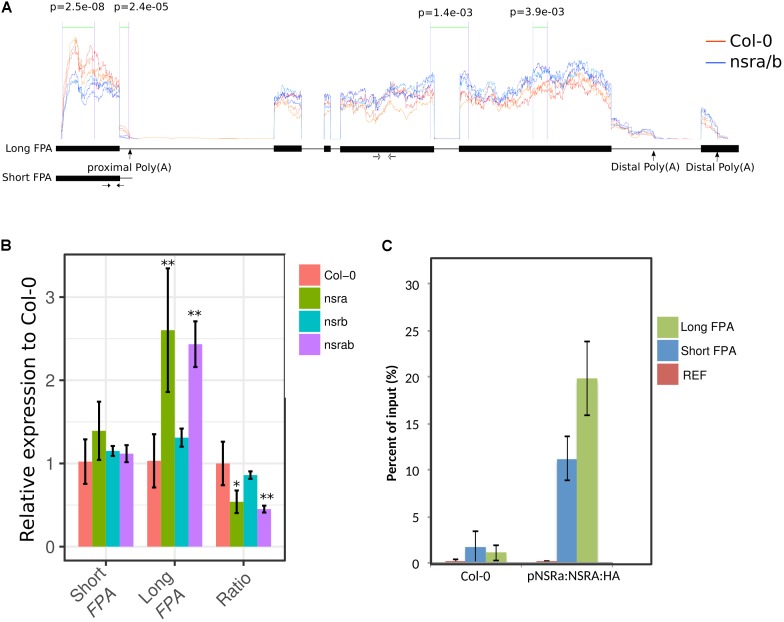
*FPA* is differentially processed in *nsra/b* plants. **(A)** The RNA processing event detected in FPA by RNAprof from the comparison of WT (in orange) and *nsra/b* (blue). Significant differential events are delimited by green lines and labeled with their *p*-value (*p*) The Y-axis show the normalized RNA-seq coverage from RNAprof. Section between two purple lines with *p*-values indicated denote significant differences between nucleotide based coverage. Orange and blue traces correspond triplicate samples of Col-0 and nsra/b treated with a mock solution, respectively. The X-axis represents gene coordinates (boxes and lines representing exons and introns, respectively). Positions of polyadenylation sites identified in Hornyik et al. (2010) are shown on the gene model as well as the two transcript variants deriving. Positions of primer pairs used to amplify the short and long *FPA* variant are indicated as black and with arrows (respectively). **(B)** Isoforms specific RT-qPCR analysis of short and long *FPA* variant and their abundance ratio in *nsra*, *nsrb*, and *nsra/b*. Depicted data is the mean of fold change compared to Col-0 ± standard deviation of three biological replicates. Significance is was determined according to a Student’s *t*-test (^∗^*p* < 0.05; ^∗∗^*p* < 0.01). **(C)** RIP assays using ProNSRa::NSRa::HA (NSRa), Col-0 (w/o: without tag) plants on total cell lysates of 10-day-old seedlings treated with 10 mM NAA for 24 h. Results of RT-qPCR are expressed as mean of the percentage of the respective INPUT signal (total signal before RIP) from three independent replicates ± standard error. Genes analyzed are a housekeeping gene (At1g13320) named here REF and FPA (AT2G43410) short and long isoforms.

**FIGURE 5:**
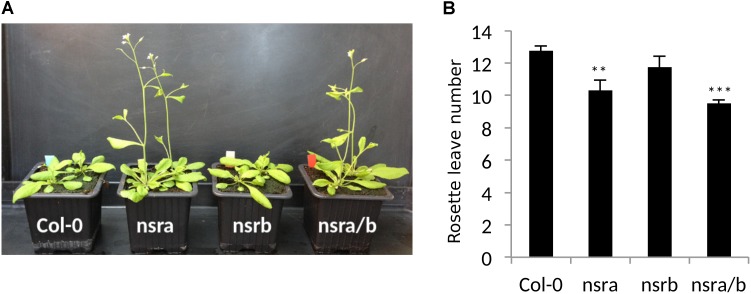
NSRa affects flowering time in Arabidopsis. **(A)** Representative picture of Col-0 *nsra*, *nsrb* and *nsra/b* at 21 days after germination. **(B)** Mean number of rosette leaves at bolting in Col-0, *nsra*, *nsrb*, and *nsra/b*. Data is mean of 12 plants ± standard deviation. Significance was determined using a Student’s *t*-test (^∗∗^*p*-value < 0.01; ^∗∗∗^*p*-value < 0.001).

### NSRs Affect Auxin-Dependent Expression of Biotic Stress Response Genes

To extend our understanding on the genome-wide roles of NSRs in the control of auxin-dependent gene expression, we searched the putative function of differentially expressed and/or spliced gene groups using clustering and Gene Ontology (GO) enrichment analyses. Hierarchical clustering of differentially expressed genes determine two clusters of genes showing opposite expression patterns in response to NAA in *nsra/b* as compared to wild type plants (**Figure 6A**). GO analyses revealed that cluster 2 (**Figure 6B**), e.g., genes up-regulated by NAA in wild type plants but down-regulated by NAA in *nsra/b* is significantly enriched for genes belonging to GO categories such as “response to hormone” (FDR < 1e-6); “response to water deprivation” (FDR < 5e-9). On the other hand cluster 3 genes (**Figure 6C**), e.g., down-regulated or not affected by NAA in wild type but up-regulated in the mutant are highly significantly enriched for GO categories related to pathogen responses such as “response to biotic stimulus” (FDR < 5e-16); “response to chitin” (FDR < 1e-26). We then confirmed the results of RNA-seq datasets (**Figure 7**) by RT-qPCR analysis of a small subset of genes belonging to clusters 2 and 3.

**FIGURE 6:**
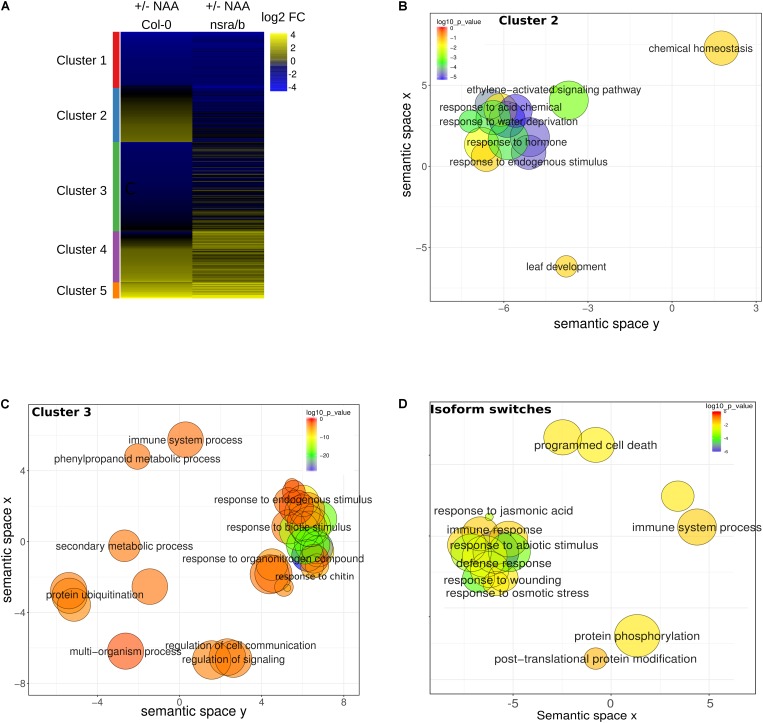
Steady state abundances and AS of genes involved in biotic stress responses are affected in nsra/b mutants. **(A)** Heatmap of log2 fold change (log2FC) expression change in response to NAA for differentially expressed genes in *nsra/b* compared to wild type. Genes were clustered using K-mean clustering, the left side bar represent the delimitation of each cluster REVIGO plots of Biological Function. **(B)** Gene Ontology (GO) of cluster 2 and **(C)** cluster 3 as defined in panel A and gene with significant isoforms switching events **(D)**. Each circle represents a significant GO category but only group with the highest significance are labeled. Related GOs have similar (x, y) coordinates.

**FIGURE 7:**
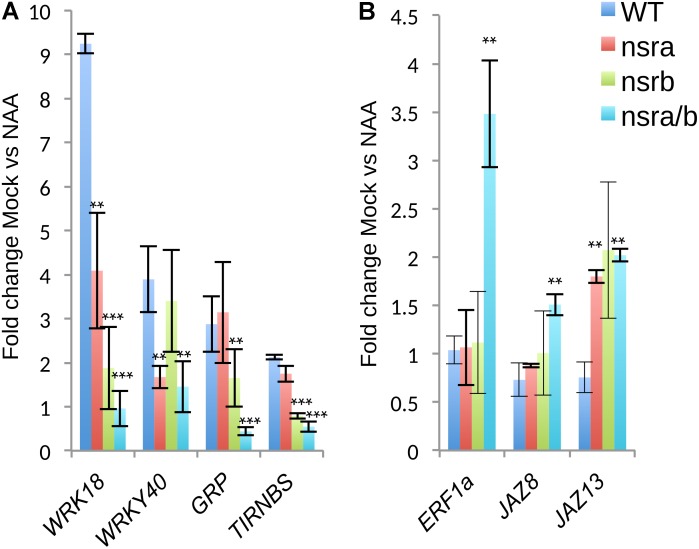
Expression analysis of a selected subset of genes by RT-qPCR. **(A)** Expression changes in response to NAA of genes belonging to cluster 2 and cluster 3 **(B)** as defined in **Figure 6A**. Expression was tested in Col-0 *nsra*, *nsrb* and *nsra/b*, on three biological replicates. Values correspond to the mean fold change of Mock treated versus NAA treated seedling of the designated genotype. Error bars correspond to ± the standard deviation of three biological replicates. Significance was determined using a Student’s *t*-test (^∗∗^*p*-value < 0.01; ^∗∗∗^*p*-value < 0.001).

Given the important effect of NSRs on AS regulation, we also examined the putative function of differentially spliced genes having a switch in isoform usage. Strikingly, we identified a number of AS proteins located upstream of the immune response pathway. They include the MKP2 phosphatase (Lumbreras et al., 2010), the Toll/interleukin receptor (TIR) domain-containing protein TN1 and three members of the jasmonate co-receptor family (JAZ7, JAZ6, and JAZ2). In agreement, GO enrichment analysis of genes predicted to have significant isoforms switching events between *nsra/b* and Col-0 revealed a strong enrichment toward biological functions related to biotic stress responses (**Figure 6D**).

### NSRa Directly Recognizes Transcripts Involved in Biotic Stress Responses

To address the question whether these targets are directly related to NSR function and/or indirectly affected by other proteins, we aimed to identify direct targets of NSRs using a genome-wide RIP-seq approach. We focused our analysis on NSRa as it is globally more highly expressed than NSRb (Bardou et al., 2014). Transgenic lines expressing an epitope tagged version of NSRa under its native promoter in the *nsra* mutant genetic background were used to avoid interference with the endogenous version of NSRa. Ten days-old seedlings treated for 24 h with NAA were used to match the transcriptome analysis. Immunoprecipitation was performed on UV cross-linked tissue using HA antibodies and mouse IgG as negative control (**Figure 8A**). NSRa-HA was detected from the input sample as well as from the eluate of the immunoprecipitation when it was performed with an HA antibody but not when mouse IgG were used (**Figure 8B**) qRT-PCR analysis of previously identified targets and a randomly selected abundant housekeeping gene confirmed the specific enrichment of target genes in the RIP sample compared to the input (**Figure 8C**). In addition, RNA extracted from mock IP eluate did not give detectable amount of RNA supporting the specificity of this assay. Total RNA-seq libraries were prepared in duplicate from input, RIP and Mock samples. PCA and correlation analysis showed a dispersion of the data compatible with statistical comparisons between groups (**Supplementary Figure S3**). To detect putative NSRa targets, we used a multi-factor differential expression analysis using DEseq2 in order to identify transcripts significantly enriched in RIP as compared to the input (FDR < 0.01; log2FC > 2) that were depleted from Mock samples. After filtering out all transcripts with less than two TPM in RIP libraries, we finally identified 342 putative targets of NSRa (**Figure 9A**).

**FIGURE 8:**
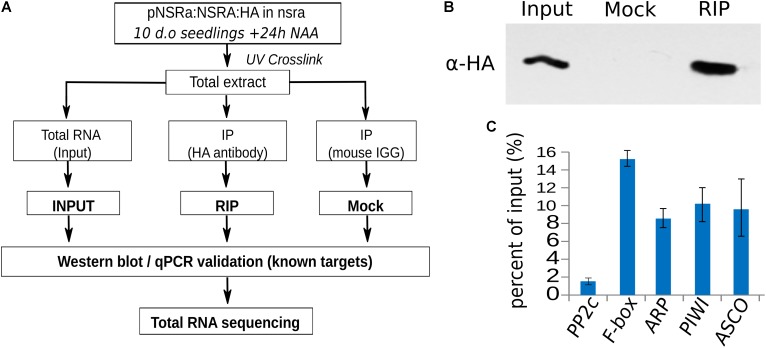
RNA immunoprecipitation of NSRa. **(A)** Experimental design to identify NSRa direct targets using RNA-immunoprecipitation assay. **(B)** Specificity of the immunoprecipitation demonstrated by a Western blot showing a discrete band at 27 kDa in the input and the RIP fraction but not the Mock IP (IgG) fraction. The membrane was blotted with HA antibody. **(C)** RT-qPCR analysis of previously identified (Bardou et al., 2014) NSRa targets (*FBOX, ARP, PIWI, ASCO*) and randomly selected abundant housekeeping genes (*PP2C*), showing the efficiency of the RIP assay toward target mRNAs.

**FIGURE 9:**
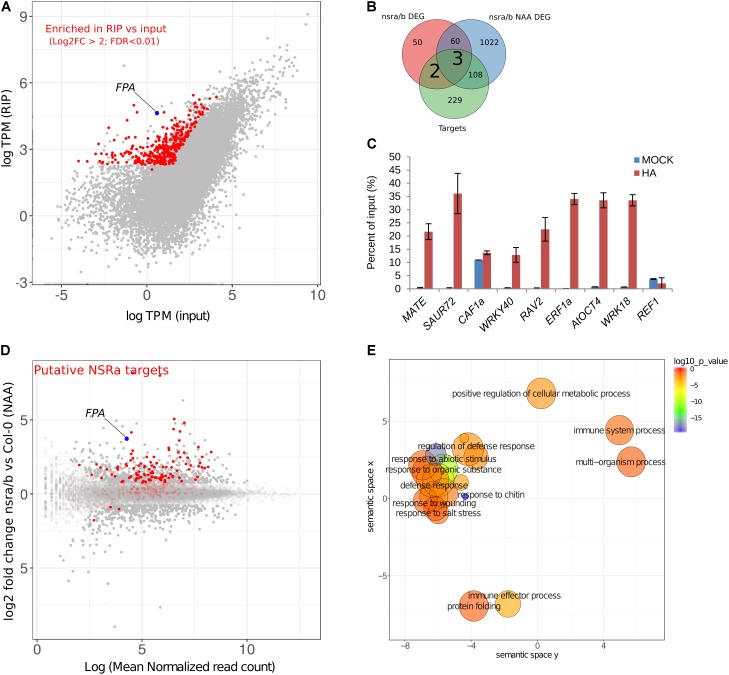
Identification of putative NSRa targets by RIP-seq. **(A)** Identification of NSRa targets: comparison of mean transcript abundance (TPM) in input vs. RIP-seq libraries Dots in red correspond to putative targets, e.g., significantly enriched transcripts in RIP as compared to input (FDR < 0.01 Log2 fold change > 2) and depleted in Mock IP. **(B)** Overlap between putative target genes and differentially regulated genes in *nsra/b* in mock (*nsra/b* DEG) or NAA-treated (*nsra/b* NAA DEG) seedlings. **(C)** RIP-qPCR assays using ProNSRa::NSRa::HA (NSRa) plants on total cell lysates of 10-day-old seedlings treated with 10 mM NAA for 24 h. Genes were randomly selected from NSRa putative target list Results of RT-qPCR are expressed as the mean of the percentage of input of three independent experiments ± standard error. **(D)** MA plot of showing the relationship between foldchange and transcript abundance for the comparison between *nsra/b* and Col-0 in the presence of NAA. Red dots correspond to putative NSRa targets. Plain dots correspond to differentially expressed genes. **(E)** REVIGO plots of GO enrichment clusters of putative target genes Each circle represents a significant GO category but only clusters with highest significance are labeled. Related GOs have similar (x, y) coordinates.

Comparing this list of genes with those differentially expressed in *nsra/b* in mock or NAA treated seedling, we found that 33% of putative target genes were also deregulated in *nsra/b* (**Figure 9B**). Further examination of putative targets genes revealed that the large majority of these genes are up-regulated in *nsra/b* suggesting that NSRs are negatively controlling their transcript abundance *in vivo* (**Figure 9D**). GO enrichment analysis revealed that putative NSRa targets (**Figure 9E**) are enriched for genes involved in biological processes associated with defense responses such as “response to chitin” (FDR < 1.76e-9), “response to wounding” (FDR < 2.6e-3) or “immune system processes” (FDR < 1.7e-3). Interestingly, NSR target genes were also enriched for the GO category “regulation of transcription, DNA-templated” (FDR < 1.6e-8). Further examination of targets genes belonging to this GO category revealed that 56 transcription factors (TFs) are likely to be direct targets of NSRa (**Supplementary Table S1E**). Among them, we found the mRNA encoding the MYC2 TF, a key regulator of immune responses (Kazan and Manners, 2013) as well as nine *WRKY* and seven *ERF* TF transcripts, which both classes have been associated with the regulation of the plant immune response (Pandey and Somssich, 2009; Huang et al., 2016). Ten putative target genes were selected for RT-qPCR validation of the RIP assay. Among them, seven showed a significant enrichment over the input samples (**Figure 9C**) further supporting the genome-wide approach of NSRa target identification. Together, these results suggest that direct recognition of a subset of defense response genes by NSRa may affect their steady state abundance during auxin response.

### LncRNAs Are Overrepresented Among NSRa Targets

It was previously demonstrated that a direct interaction between NSR and the lncRNA *ASCO* is able to modulate NSR function (Bardou et al., 2014). Thus, we thoroughly analyzed global lncRNA abundance in RIP-seq datasets. Interestingly, lncRNAs appeared among the most highly enriched transcripts within the putative targets of NSRa. We found that, out of the 342 putative NSRa targets, 53 were lncRNA including 20 and 33 intergenic and antisense lncRNA, respectively (**Figure 10A**). In fact, relatively to the total number of lncRNAs detected in the input, lncRNA were significantly enriched over mRNA in the set of putative targets transcripts (hypergeometric test: 1.9 fold, p.value < 4.06e-4) (**Figure 10B**).

**FIGURE 10:**
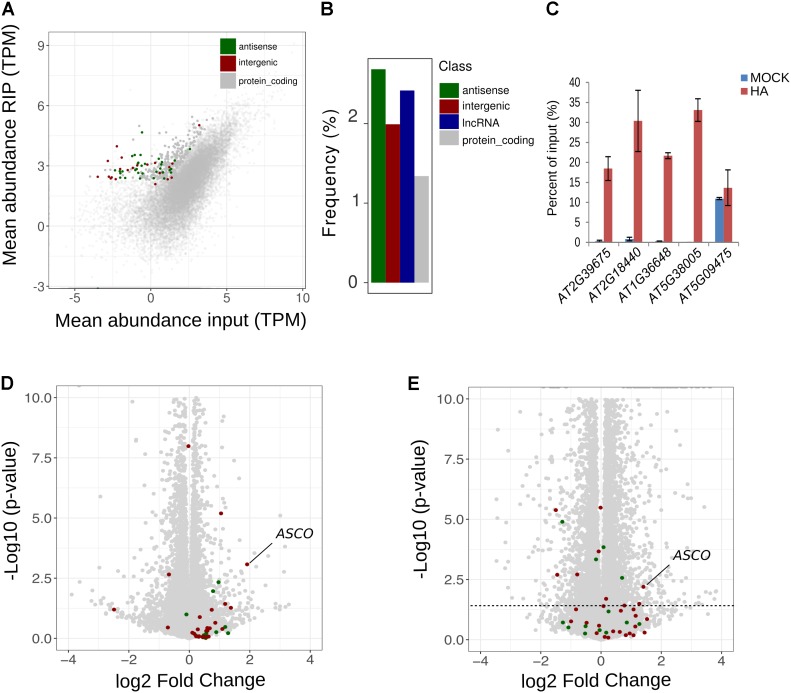
NSRa binds to numerous lncRNA. **(A)** Comparison of mean transcript abundance (TPM) in input vs. RIP-seq libraries. Dots in gray; red and green correspond to protein coding, intergenic and antisense lncRNA transcripts, respectively. Plain dots correspond to significantly enriched genes in RIP vs. Input, e.g., putative targets. **(B)** Frequency of all lncRNAs, antisense lncRNA, intergenic lncRNA andprotein coding genes among the NSRa targets: blue red, green, and gray bars, respectively. Frequency was calculated compared the number detected genes in the input for each class. **(C)** RIP-qPCR assays using proNSRa::NSRa::HA (NSRa) plants on total cell lysates of 10-day-old seedlings treated with 10mM NAA for 24 h. lncRNA were randomly selected from NSRa putative target list. Results of RT-qPCR are expressed as the mean of the percentage of input of three independent experiments ± standard error. Volcano plots of showing the relationship between the fold change and *p*-value of the comparison between *nsra/b* and Col-0 in **(D)** mock or **(E)** NAA treated samples. Plain colored dots correspond to intergenic (red) and antisense (blue) lncRNA which are putative targets of NSRa. The dotted line delineates a *p*-value of 0.05.

We further validated the NSR-lncRNA interaction by RIP-qPCR. We found four out of five lncRNA enriched over the input RNA in NSRa RIP samples (**Figure 10C**). Analyses of target lncRNA expression in *nsra/b* revealed that, similarly to the behavior of *ASCO*, seven target lncRNA are significantly upregulated in the *nsra/b* mutant (**Figures 10D,E**). 

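In the mock-treated libraries, 15 target lncRNAs named in Fig. 10C, in the primer table or in the part of Supplementary Table S1 used here were looked up, and 7 of them had enough counts to be tested. A total of 3 were called higher in nsra/b and 0 lower, both when p-values were adjusted over all tested genes and when adjusted over the 7 alone, and the same 3 and 0 had an unadjusted p-value under 0.05. AT2G18440, on chromosome 2 from 7994941 to 7997239 in TAIR10.1, had 145.8 ± 0.572 CPM in Col-0 and 183.4 ± 17.0 in nsra/b (SD, n = 3 libraries per genotype), a log2 fold change of 0.33. AT4G36648, on chromosome 4 from 17280528 to 17282730, rose from 77.5 ± 1.35 to 104.8 ± 7.75 CPM (SD, n = 3 libraries per genotype), a log2 fold change of 0.43. AT5G38005, on chromosome 5 from 15155067 to 15156088, rose from 2.87 ± 0.348 to 3.99 ± 0.183 CPM (SD, n = 3 libraries per genotype), a log2 fold change of 0.47. The adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 4.61e-08, 9.05e-11 and 0.00703. AT5G38005 was not called by DESeq2, nor in 5 of the 6 fits that each left out one library, and none of the 3 was called with a biological coefficient of variation of 0.1. AT2G39675, the locus matched by the primers listed as AT1G39675, was not called, with a log2 fold change of 0.09 (standard error 0.0799) and an adjusted p-value of 0.497. AT5G09475 had at most 1 count per library and was not tested. Of the 10 de novo target loci, 3 were tested and 0 called, with 0 at an unadjusted p-value under 0.05. From the target lncRNAs that were higher in nsra/b in mock or NAA, the paper proposes that NSRs might control the accumulation of lncRNAs in vivo.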

Together, these results suggest that lncRNAs are overrepresented among targets of NSRa and that NSRs might control the accumulation of lncRNA *in vivo.* Future works on the interplay between lncRNA and mRNAs in NSR-containing complexes should shed light on their global impact over the transcriptome.

## Discussion

In agreement with our previous study based on microarrays, a novel thorough analysis of *nsra/b* transcriptome using RNA-seq has revealed an important role of these RBPs in the control of auxin-responsive genes. A previous study monitoring AS changes of a subset of 288 genes using high-resolution real-time PCR, first uncovered the important roles of NSR in auxin-driven AS changes and targeted RIP-qPCR showed that both NSR proteins were able to bind AS mRNA targets *in planta* (Bardou et al., 2014). Our global AS analysis further confirmed this function of NSRs on AS modulation and demonstrated the impact of these proteins at genome-wide level. However, our RIP-seq global analysis of NSR targets did not show a strong enrichment toward AS modulated transcripts. Instead, a large fraction of NSR targets were transcriptionally upregulated in *nsra/b*, suggesting that NSR may play a direct role in controlling their stability or transcription. Several splicing factors have been shown to affect transcription by interacting with the transcriptional machinery and to modulate Pol II elongation rates (Kornblihtt et al., 2004). In addition, specific RBPs deposited during pre-mRNA splicing at exon–exon splicing junctions, can influence their mRNA decay (Lumbreras et al., 2010; Nishtala et al., 2016). Further dissection of the NSR recognition sites on mRNAs may support a role of NSRs on mRNA decay.

The combination of our RNA-seq and RIP-seq approaches revealed that lncRNAs are privileged targets of NSRa and that a significant fraction of the auxin-responsive non-coding transcriptome is deregulated in the *nsra/b* genetic background. This is in accordance with our previous results showing that the specific interaction of NSR with the *ASCO* lncRNA is able to modify AS pattern of a subset of NSR-target genes. Our study suggests that NSRs may play a broader role in lncRNA biology. In particular, we found that a large majority of lncRNA targeted by NSRa are upregulated in *nsra/b*, suggesting a new role of these proteins in the control of lncRNA transcription and/or stability. So far, very little is known about lncRNA biogenesis, especially in plants. Other RBPs have been shown to affect lncRNA abundance. For instance several members of the cap binding complex such as CBP20, CBP80, and SERRATE have been shown to co-regulate the abundance of a large subset of lncRNAs in Arabidopsis seedlings (Liu et al., 2012). Interestingly, these three proteins, like NSRs, have also been associated with major roles in the control of AS patterns (Raczynska et al., 2010, 2014). This suggests that the splicing machinery might be used to control lncRNAs abundance in the nucleus and that the interplay between lncRNA and mRNAs may be an emerging mechanism in splicing regulation. Further genetic dissection is required to determine whether NSRs are involved in the same pathway that CBP20, CPB80, and SERRATE.

The strong deregulation of the *FLC/COOLAIR* module in *nsra/b* led us to identify a new role of NSRa in the control of flowering time. A number of forward genetic screenings aiming to identify new genes controlling flowering time through FLC expression modulation have consistently identified RNA processing and splicing factors that promote formation of the short *COOLAIR* isoforms, such as *FCA*, *FPA*, *HLP1*, *GRP7* and the core spliceosome component *PRP8a* (Deng and Cao, 2017). Loss of function mutants of these factors lead to a reduced usage of *COOLAIR* proximal polyadenylation site and an increase of *FLC* transcription which is associated with late flowering phenotypes (Deng and Cao, 2017). Interestingly, our analysis of the *FLC/COOLAIR* module in *nsr* mutants revealed an opposite role of NSRa in *COOLAIR* polyadenylation site usage, leading to the increased use of *COOLAIR* proximal polyadenylation site, and reduced *FLC* levels associated with an early flowering phenotype.

We also identified a new role of NSRs in the regulation of auxin-mediated expression and AS of transcripts related to biotic stress response. Interestingly, it has been shown for several years that natural (i.e., IAA) and synthetic (i.e., NAA) auxins can promote pathogen virulence of *P*. *syringae* (Mutka et al., 2013). More recently, a conserved pathway of auxin biosynthesis was demonstrated in *Pseudomonads* as contributing to pathogen virulence in *Arabidopsis thaliana* (McClerklin et al., 2018). However, little is known on the specific plant factors that modulate immune responses upon endogenous or pathogen produced auxins. Our work shows that NSRs do not affect the global auxin responses but rather have an impact on the abundance of mRNAs coding for proteins involved in plant immune response, suggesting that these RBPs may participate in the regulation of plant defense by endogenous or pathogen-produced auxins.

In higher plants, AS plays a key role in gene expression as shown by the fact that 60–70% of intron-containing genes undergoes alternative processing. Several genome-wide studies of AS has shown that this mechanism may represent a way to enhance the ability for plant cells to cope with stress via the modulation of transcriptome plasticity. Here we show that among the genes with significant isoforms switching events in *nsra/b* mutant treated with auxin, we identified several genes involved in the modulation of the MAPK kinase modules, a core regulator of defense responses. They included MKP2 phosphatase which functionally interacts with MPK3 and MPK6 to mediate disease response in Arabidopsis (Lumbreras et al., 2010) and PTI-4 kinase which was found in MPK6 containing complexes *in vivo* and was shown to function in the MPK6 signaling cascade (Forzani et al., 2011). As activation of MAPK signaling cascades regulate the expression of 1000s of downstream targets genes, we can speculate that a large fraction of the transcriptome change observed in *nsra/b* mutant could be a consequence of AS defect of genes involved in such early phase of the defense response pathway.

## Materials and Methods

### Plant Material and Treatments

All mutants were in the Columbia-0 (Col-0) background. *Atnsra* (SALK_003214) and *Atnsrb* (Sail_717) were from the SALK and SAIL T-DNA collections, respectively. For RIP, a lines expressing pNSRa::NRSa-HA in *Atnsra* or pNSRa::NRSb-HA in *Atnsrb* were used (Bardou et al., 2014). Plants were grown on soil in long day (16 h light/8 h dark) conditions at 23°C. For RNA-sequencing and RIP-seq WT and *nsra/nsrb* were grown on nylon membrane (Nitex 100 μm) in plate filled with ½MS medium for 10 days and then transferred for 24 h to ½MS medium containing 100 nM NAA or a mock solution before the whole seedlings were harvested. For flowering time analysis, plants were grown under long day conditions and the number of rosette leave were counted from 12 plants when the flower stem was 1 cm tall.

### RNA Sequencing Analysis

Stranded mRNA sequencing libraries were performed on three biological replicate of Col-0,*nsra/b* treated with a 100 nM NAA or a mock solution. One μg of total RNA from Col-0 and *nsra/b* seedlings was used for library preparation using the Illumina TruSeq Stranded mRNA library prep kit according to the manufacturer instruction. Libraries were sequenced on an HiSeq2000 sequencer using 150 nt pair-end read mode. A minimum 28 Million of were obtained for each sample, quality filtered using fastqc (Andrews, 2010) with default parameters and aligned using tophat (Trapnell et al., 2012) with the following arguments: -g 1 -i 5 -p 6 -I 2000 –segment-mismatches 2 –segment-length 20 –library-type fr-firststrand. Read were counted using SummarizeOverlap function from the GenomicRange R package (Lawrence et al., 2013) using strand specific and Union mode. Differential gene expression analysis was done one pairwise comparison using DEseq2 (Love et al., 2014) with FDR correction of the *p*-value. K-mean clustering analysis was performed in R on scaled log2 fold change data and the optimal number of cluster was determined using the elbow method. Heatmap was plotted using heatmap.2 function of the gplots package (Warnes et al., 2009). Sequence files have been submitted to the NCBI GEO database under accession GSE65717 and GSE116923.

### Gene Ontology Analysis

Gene ontology enrichment analysis was done using the AgriGO server^1^ using default parameters. Lists of GO terms were visualized using REVIGO^2^ and plotted in R. Only GO terms with a dispensability factor over 0.5 were printed in REVIGO plots.

### AS Analysis

RNAprof (v1.2.6) was used on BAM alignment files with the following parameters: LIBTYPE = fr-unstranded, SEQTYPE = “–Pair”, MIS = 1000. All possible pairwise comparisons were computed. Overlap of differential events (pval < 1e-04) with gene annotation was done using *findOverlaps* of the GenomicRanges Package in R and custom in house scripts. Only events that were completely included in gene feature (e.g., intron, exons, 3′ UTR, and 5′ UTR) were kept for further analysis.

For isoforms switching identification, transcript isoforms abundance was quantified with pseudo alignment read count with *kallisto* (Bray et al., 2016), on all isoforms of the AtRTD2 database (Zhang et al., 2017). Then the IsoformSwitchAnalyzeR package was used to detect significant changes in isoform usage. Only significant switches (p.adj < 0.1) were kept for further analyses (Vitting-Seerup and Sandelin, 2017).

### RNA Immunoprecipitation and Sequencing (RIP-Seq)

NSRa protein tagged with HA was immunoprecipitated from the *nrsa* mutant background expressing the pNSRa:NSRa-HA construct (Bardou et al., 2014). Briefly, 10 day old seedlings treated with 100 nM NAA for 24 h were irradiated three times with UV using a UV crosslinker CL-508 (Uvitec) at 0.400 J/cm^2^. Plants were ground in liquid nitrogen and RNA-IP was performed as in Sorenson and Bailey-Serres (2014) with the following modification: immunoprecipitation (IP) was performed using anti mouse HA-7 monoclonal antibody (Sigma) and the negative IP (Mock) was done using anti mouse IgG (Millipore). RNA was eluted from the beads with 50 U proteinase K (RNase grade, Invitrogen) in 2 μl of RNase inhibitor at 55°C for 1 h in wash buffer and extracted using Trizol according to manufacturer instructions. A 10th of the input fraction was saved for RNA and protein extraction. For western blot analysis, proteins were extracted from the beads and input fraction with 2X SDS-loading Buffer for 10 min at 75°C, directly loaded on SDS PAGE, transferred onto Nitrocellulose membranes and blotted with HA-7 antibody. For RT-qPCR analysis, RNA was reverse transcribed with Maxima Reverse Transcriptase (Thermo) using random Hexamer priming. cDNA from input, IP and Mock were amplified with primers listed in **Supplementary Table S2**. Results were analyzed using the percentage of input method. First, Ct values of input sample (10% of volume) were adjusted to 100% as follows: Adjusted Ct input = Raw Ct input-log2(10). Percentage of input was calculated as follow: 100^∗^2ˆ(Adjusted Ct input - Ct IP). Results are mean of three independent experiments. Student’s *t*-test was performed to determine significance. For RNA-seq : input mock and IP RNA were depleted of rRNA using the plant leaf ribozero kit (Illumina) and libraries were prepared using the Illumina TruSeq Stranded mRNA library prep kit according to the manufacturer instruction but omitting the polyA RNA purification step and sequenced on a NextSeq500 sequencer (Illumina) using single-end 75 bp reads mode. Sequence files have been submitted to the NCBI GEO database under accession GSE116914.

### Analysis of RIP-Seq Data

Reads were mapped using STAR (Dobin et al., 2013) and TPM was calculated using RSEM (Li and Dewey, 2011). Read were counted using SummarizeOverlap function from the GenomicRange R package (Lawrence et al., 2013) using strand specific and *Union* mode. To identify putative NSRa targets we used pairwise comparison with DESeq2 package. Only genes significantly enriched in IP with anti HA as compared with the anti-mouse IgG (mock) IP were kept for further analysis (logFC > = 1; FDR < 0.01). Putative targets genes were defined as gene highly enriched in the IP with anti HA compared to their global level in input used for the IP (logFC > 2; FDR < 0.01). To reduce noise associated with low read counts, we excluded from this list any gene with less than two TPM in at least one of the RIP-seq libraries.

### Measuring Distal and Proximal *COOLAIR Variants*

This was performed essentially as in Marquardt et al. (2014). 5 μg of total RNA was reverse transcribed with and oligo(dT) primer. qPCR was performed with set of primers specific to distal and proximal *COOLAIR* described in Marquardt et al. (2014). qPCR reactions were performed in triplicates for each sample. Average values of the triplicates were normalized to the expression of total *COOLAIR* quantified in the same sample.

## Author Contributions

JB designed study, performed the experiments, analyzed the data, and wrote the article. NR, FA, RR, and CC performed the experiments and participated in writing. TB analyzed the data. MC designed the study and wrote the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AndrewsS. (2010). *FastQC: A Quality Control Tool for High Throughput Sequence Data*. Available at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc

[B2] ArielF.JeguT.LatrasseD.Romero-BarriosN.ChristA.BenhamedM. (2014). Noncoding transcription by alternative RNA polymerases dynamically regulates an auxin-driven chromatin loop. *Mol. Cell* 55 383–396. 10.1016/j.molcel.2014.06.011 25018019

[B3] Bailey-SerresJ.SorensonR.JuntawongP. (2009). Getting the message across: cytoplasmic ribonucleoprotein complexes. *Trends Plant Sci.* 14 443–453. 10.1016/j.tplants.2009.05.004 19616989

[B4] BardouF.ArielF.SimpsonC. G.Romero-BarriosN.LaporteP.BalzergueS. (2014). Long noncoding RNA modulates alternative splicing regulators in *Arabidopsis*. *Dev. Cell* 30 166–176. 10.1016/j.devcel.2014.06.017 25073154

[B5] BrayN. L.PimentelH.MelstedP.PachterL. (2016). Near-optimal probabilistic RNA-seq quantification. *Nat. Biotechnol.* 34 525–527. 10.1038/nbt.3519 27043002

[B6] BrownJ. W.CalixtoC. P.ZhangR. (2017). High-quality reference transcript datasets hold the key to transcript-specific RNA-sequencing analysis in plants. *New Phytol.* 213 525–530. 10.1111/nph.14208 27659901

[B7] DengX.CaoX. (2017). Roles of pre-mRNA splicing and polyadenylation in plant development. *Curr. Opin. Plant Biol.* 35 45–53. 10.1016/j.pbi.2016.11.003 27866125

[B8] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29 15–21. 10.1093/bioinformatics/bts63523104886PMC3530905

[B9] FoleyS. W.KramerM. C.GregoryB. D. (2017). RNA structure, binding, and coordination in *Arabidopsis*. *Wiley Interdiscip. Rev. RNA* 8:e1426. 10.1002/wrna.1426 28660659

[B10] ForzaniC.CarreriA.de la Fuente van BentemS.LecourieuxD.LecourieuxF.HirtH. (2011). The *Arabidopsis* protein kinase Pto-interacting 1-4 is a common target of the oxidative signal-inducible 1 and mitogen-activated protein kinases. *FEBS J.* 278 1126–1136. 10.1111/j.1742-4658.2011.08033.x 21276203

[B11] GagliardiM.MatarazzoM. R. (2016). RIP: RNA immunoprecipitation. *Methods Mol. Biol.* 1480 73–86.2765997610.1007/978-1-4939-6380-5_7

[B12] HornyikC.TerziL. C.SimpsonG. G. (2010). The spen family protein FPA controls alternative cleavage and polyadenylation of RNA. *Dev. Cell* 18 203–213. 10.1016/j.devcel.2009.12.009 20079695

[B13] HuangP.-Y.CatinotJ.ZimmerliL. (2016). Ethylene response factors in *Arabidopsis* immunity. *J. Exp. Bot.* 67 1231–1241. 10.1093/jxb/erv518 26663391

[B14] KazanK.MannersJ. M. (2013). MYC2: the master in action. *Mol. Plant* 6 686–703. 10.1093/mp/sss128 23142764

[B15] KornblihttA. R.de la MataM.FededaJ. P.MunozM. J.NoguesG. (2004). Multiple links between transcription and splicing. *RNA* 10 1489–1498.1538367410.1261/rna.7100104PMC1370635

[B16] KösterT.MeyerK. (2018). Plant ribonomics: proteins in search of RNA partners. *Trends Plant Sci.* 23 352–365. 10.1016/j.tplants.2018.01.004 29429586

[B17] LawrenceM.HuberW.PagèsH.AboyounP.CarlsonM.GentlemanR. (2013). Software for computing and annotating genomic ranges. *PLoS Comput. Biol.* 9:e1003118. 10.1371/journal.pcbi.1003118 23950696PMC3738458

[B18] LeeK.KangH. (2016). Emerging roles of RNA-binding proteins in plant growth, development, and stress responses. *Mol. Cells* 39 179–185. 10.14348/molcells.2016.235926831454PMC4794599

[B19] LiB.DeweyC. N. (2011). RSEM: accurate transcript quantification from RNA-seq data with or without a reference genome. *BMC Bioinformatics* 12:323. 10.1186/1471-2105-12-323 21816040PMC3163565

[B20] LiuF.MarquardtS.ListerC.SwiezewskiS.DeanC. (2009). Targeted 3′ processing of antisense transcripts triggers *Arabidopsis* FLC chromatin silencing. *Science* 327 94–97. 1996572010.1126/science.1180278

[B21] LiuJ.JungC.XuJ.WangH.DengS.BernadL. (2012). Genome-wide analysis uncovers regulation of long intergenic noncoding RNAs in *Arabidopsis*. *Plant Cell* 24 4333–4345. 10.1105/tpc.112.102855 23136377PMC3531837

[B22] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15:550. 10.1101/002832 25516281PMC4302049

[B23] LumbrerasV.VilelaB.IrarS.SoléM.CapelladesM.VallsM. (2010). MAPK phosphatase MKP2 mediates disease responses in *Arabidopsis* and functionally interacts with MPK3 and MPK6. *Plant J.* 63 1017–1030. 10.1111/j.1365-313X.2010.04297.x 20626661

[B24] MaquatL. E. (2004). Nonsense-mediated mRNA decay: splicing, translation and mRNP dynamics. *Nat. Rev. Mol. Cell Biol.* 5 89–99. 1504044210.1038/nrm1310

[B25] MarondedzeC.ThomasL.SerranoN. L.LilleyK. S.GehringC. (2016). The RNA-binding protein repertoire of *Arabidopsis thaliana*. *Sci. Rep.* 6:29766. 10.1038/srep29766 27405932PMC4942612

[B26] MarquardtS.RaitskinO.WuZ.LiuF.SunQ.DeanC. (2014). Functional consequences of splicing of the antisense transcript COOLAIR on FLC transcription. *Mol. Cell* 54 156–165. 10.1016/j.molcel.2014.03.026 24725596PMC3988885

[B27] McClerklinS. A.LeeS. G.HarperC. P.NwumehR.JezJ. M.KunkelB. N. (2018). Indole-3-acetaldehyde dehydrogenase-dependent auxin synthesis contributes to virulence of *Pseudomonas syringae* strain DC3000. *PLoS Pathog.* 14:e1006811. 10.1371/journal.ppat.1006811 29293681PMC5766252

[B28] MutkaA. M.FawleyS.TsaoT.KunkelB. N. (2013). Auxin promotes susceptibility to *Pseudomonas syringae* via a mechanism independent of suppression of salicylic acid-mediated defenses. *Plant J.* 74 746–754. 10.1111/tpj.12157 23521356

[B29] Ner-GaonH.HalachmiR.Savaldi-GoldsteinS.RubinE.OphirR.FluhrR. (2004). Intron retention is a major phenomenon in alternative splicing in *Arabidopsis*. *Plant J.* 39 877–885. 1534163010.1111/j.1365-313X.2004.02172.x

[B30] NishtalaS.NeelamrajuY.JangaS. C. (2016). Dissecting the expression relationships between RNA-binding proteins and their cognate targets in eukaryotic post-transcriptional regulatory networks. *Sci. Rep.* 6:25711. 10.1038/srep25711 27161996PMC4861959

[B31] OliveiraC.FaoroH.AlvesL. R.GoldenbergS. (2017). RNA-binding proteins and their role in the regulation of gene expression in *Trypanosoma cruzi* and *Saccharomyces cerevisiae*. *Genet. Mol. Biol.* 40 22–30. 10.1590/1678-4685-GMB-2016-0258 28463381PMC5409782

[B32] PandeyS. P.SomssichI. E. (2009). The role of WRKY transcription factors in plant immunity. *Plant Physiol.* 150 1648–1655.1942032510.1104/pp.109.138990PMC2719123

[B33] RaczynskaK. D.SimpsonC. G.CiesiolkaA.SzewcL.LewandowskaD.McNicolJ. (2010). Involvement of the nuclear cap-binding protein complex in alternative splicing in *Arabidopsis thaliana*. *Nucleic Acids Res.* 38 265–278. 10.1093/nar/gkp869 19864257PMC2800227

[B34] RaczynskaK. D.StepienA.KierzkowskiD.KalakM.BajczykM.McNicolJ. (2014). The SERRATE protein is involved in alternative splicing in *Arabidopsis thaliana*. *Nucleic Acids Res.* 42 1224–1244. 10.1093/nar/gkt894 24137006PMC3902902

[B35] Romero-BarriosN.LegascueM. F.BenhamedM.ArielF.CrespiM. (2018). Splicing regulation by long noncoding RNAs. *Nucleic Acids Res.* 46 2169–2184. 10.1093/nar/gky095 29425321PMC5861421

[B36] SorensonR.Bailey-SerresJ. (2014). Selective mRNA sequestration by oligouridylate-binding protein 1 contributes to translational control during hypoxia in *Arabidopsis*. *Proc. Natl. Acad. Sci. U.S.A.* 111 2373–2378. 10.1073/pnas.1314851111 24469793PMC3926019

[B37] TranV. D. T.SouiaiO.Romero-BarriosN.CrespiM.GautheretD. (2016). Detection of generic differential RNA processing events from RNA-seq data. *RNA Biol.* 13 59–67. 10.1080/15476286.2015.1118604 26849165PMC4829270

[B38] TrapnellC.RobertsA.GoffL.PerteaG.KimD.KelleyD. R. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat. Protoc.* 7 562–578. 10.1038/nprot.2012.016 22383036PMC3334321

[B39] Vitting-SeerupK.SandelinA. (2017). The landscape of isoform switches in human cancers. *Mol. Cancer Res.* 15 1206–1220. 10.1158/1541-7786.MCR-16-0459 28584021

[B40] WarnesG. R.BolkerB.BonebakkerL.GentlemanR.HuberW.LiawA. (2009). *gplots: Various R programming Tools for Plotting Data. R Package Version 2*.

[B41] WhittakerC.DeanC. (2017). The FLC locus: a platform for discoveries in epigenetics and adaptation. *Annu. Rev. Cell Dev. Biol.* 33 555–575. 10.1146/annurev-cellbio-100616-060546 28693387

[B42] ZhangR.CalixtoC. P. G.MarquezY.VenhuizenP.TzioutziouN. A.GuoW. (2017). A high quality *Arabidopsis* transcriptome for accurate transcript-level analysis of alternative splicing. *Nucleic Acids Res.* 45 5061–5073. 10.1093/nar/gkx267 28402429PMC5435985

# Supplementary material for: Nuclear Speckle RNA Binding Proteins Remodel Alternative Splicing and the Non-coding Arabidopsis Transcriptome to Regulate a Cross-Talk Between Auxin and Immune Responses
**Source:** Front Plant Sci. 2018 Aug 21;9:1209. doi: 10.3389/fpls.2018.01209
**Supplement:** TABLE S2 — Sequence of primers used in this study.

| Primer name | Gene name | orientation | sequence |
| --- | --- | --- | --- |
| 10073 | AT1G39675 | Fw | ACCATGACTCGATCTAACGGCGGA |
| 10072 | AT1G39675 | Rv | AGCGCCGTCAAGCTCTGCAA |
| 10071 | At2g18440 | Fw | CATGGCAAAGGTCGGATGACAGAG |
| 10070 | At2g18440 | Rv | GACGGATGTGTGTGTGTTGGATTGA |
| 10069 | AT4G36648 | Fw | TTGCCATGACAGGTGCGCTTGC |
| 10068 | AT4G36648 | Rv | AAGAGGGGAGAACCCGGGCAAA |
| 10878 | AT5G38005 | Fw | AAACCCATTGCTGCAACTGCTC |
| 10877 | AT5G38005 | Rv | TTGTGGGTTCGTCTGCTGTG |
| 10878 | AT5G09475 | Fw | TGCATACTCCAACGCAAACA |
| 10879 | AT5G09475 | Rv | GGGGAGACACTAGAACCACA |
| 10067 | SAUR72 | Fw | TCCCGTCACCGATTAGATCCTGAAC |
| 10066 | SAUR72 | Rv | TCGTTAGCGCGGAGCTACTTAACC |
| 10065 | CAF1a | Fw | CGCCCGGTTAACTTCAAGAGACC |
| 10064 | CAF1a | Rv | GTGGCGTTGCGTGAGTTTTTAGG |
| 10063 | RAV2 | Fw | CAAGCTGCGATGTCGTAGGAACG |
| 10062 | RAV2 | Rv | GACGGAGTCACGAAAGCTACCATCT |
| 10061 | ERF1 | Fw | AGACGAAGAAGACGGCTCCCAACC |
| 10060 | ERF1 | Rv | ACGGACGAAACCCTAGCTTTAGCA |
| 10059 | OCT4 | Fw | AAGCTGTCGCGATACCAAAGATTGC |
| 10058 | OCT4 | Rv | GTGTCGGAGTGGGGATTGATTTGC |
| 10057 | WRKY18 | Fw | TCTGCGCTGCGTTGTACCTTCTT |
| 10056 | WRKY18 | Rv | TTATGCTCCGCCGTGTAAGTGACG |
| 10834 | FLC | Fw | AAATGCTGAAAGAAGAGAACCAG |
| 10832 | FLC | Rv | TCTCCATCTCAGCTTCTGCTC |
| 9010 | FPA | Fw | TGACCTCTCATCGACACCCA |
| 9009 | FPA | Rv | CCTCCCATCTCCTGCACAAG |
| 11051 | AT2G00370 | Fw | AGCGAGAGAATGGTGAGTCGA |
| 11050 | AT2G00370 | Rv | CACCTTTGTAGAAGCTGCGTGT |
| 11049 | MATE | Fw | ATAGCCACCATTCTAGGCAAACC |
| 11048 | MATE | Rv | ATGTGAGGTACTCCAGCTCCTG |
| 11047 | SKIP23 | Fw | ACCCACAGTTCGTCGTAATCCG |
| 11046 | SKIP23 | Rv | TTATGCAGCACCTCGCCGTTTC |
| 11045 | THIONIN | Fw | CCCTCGAAGTCTCAATCGTAGGTG |
| 11044 | THIONIN | Rv | TTTCGTACACCTTCCGGAGTGC |
| 11043 | JAZ13 | Fw | ATTCCAGTCTCACCGGCACTAAC |
| 11042 | JAZ13 | Rv | TAGAGATGGCGAGCAAGGATCGTG |
| 11041 | TIR-NBS | Fw | TGTTTGCCTCATCGTCCCTGTC |
| 11040 | TIR-NBS | Rv | AATGGAGCCACGCTTTGACCTG |
| 11039 | GRP | Fw | ACCGATAAAGCCAACCAACAGACC |
| 11038 | GRP | Rv | CAAGCGGCAGCATGAATCTTCG |
| 10558 | WRKY40 | Fw | CCTCTCGGTTATGTTGCTCTTG |
| 10557 | WRKY40 | Rv | AAGATCCACCGACAAGTGC |
| 8272 | JAZ8 | Fw | CGTCGTGAATGGTACGGTGA |
| 8271 | JAZ8 | Rv | CTCAAACGGGTCGGATCCTC |
| 10878 | AT5G38005 | Fw | AAACCCATTGCTGCAACTGCTC |
| 10877 | AT5G38005 | Rv | TTGTGGGTTCGTCTGCTGTG |
| 10878 | AT5G09475 | Fw | TGCATACTCCAACGCAAACA |
| 10879 | AT5G09475 | Rv | GGGGAGACACTAGAACCACA |

How the deposited data were processed for this re-analysis (not part of the article)

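The deposited data cover the mock-treated part of the experiment, with 3 libraries of Col-0 and 3 of the nsra/b double mutant, each made from polyadenylated RNA of whole seedlings 24 h after transfer to medium without NAA. Samples were assigned to genotype and replicate from their labels and from the paper's methods. The NAA-treated, RIP-seq and RT-qPCR data were not analysed here. The paper's methods and the sample records differ in the age of the seedlings at transfer (10 and 14 days) and in the read length (150 and 100 nt), and neither value entered a calculation.

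The authors deposited raw counts per gene. They filtered the reads with fastqc, aligned the pairs with tophat, keeping 1 alignment per read, and counted them with summarizeOverlaps, strand specific and in Union mode, on Araport11 genes merged with loci assembled de novo with cufflinks. By default this mode does not count a read that overlaps more than 1 gene on its strand, and whether that default was kept is not stated. Counts of AT3G05932 (563, 690 and 636 in Col-0, 398, 479 and 461 in nsra/b) nearly equalled those of AT3G05935 (553, 679 and 630, 396, 475 and 461). Reads may thus have been counted for both, and genes that overlap on the same strand may lose or share reads. Antisense genes are separated, apart from reads placed on the wrong strand. With 1 alignment kept per read, a read that matches near-identical copies is placed on one of them, and the counts of such genes are uncertain. The count table holds 44200 features and no columns other than those of the 6 libraries.

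Counts per library came to between 25936176 and 32578330. The precision this gives is set by counting error for genes with few counts, where 3 counts (0.0921 to 0.116 CPM) were taken as the detection floor. Intervals are exact 95% Clopper-Pearson intervals and cover counting error only. A fold change against a genotype whose libraries all had 3 counts or fewer is given as a lower bound, computed against that floor.

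Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter (minimum count 10, minimum total count 15), the quasi-likelihood test with genotype as the only factor and Benjamini-Hochberg adjustment, at an adjusted p-value under 0.01. A total of 21606 features were tested and 22594 fell below the filter. Standard errors of log2 fold changes were derived from the F statistic, as the absolute log2 fold change over the square root of F. DESeq2 gave larger standard errors for the genes whose standard errors are printed. The printed values understate the error most for large changes with few counts in either genotype. The alternatives set before the data were examined were DESeq2 size factors, library size only, no filter, more than 1 CPM in at least 3 libraries, DESeq2 1.42.0, limma voom 3.58.1, Bonferroni adjustment with edgeR or DESeq2, an adjusted p-value under 0.05, an absolute log2 fold change of at least 1, the replicate number as a block, and each library left out in turn. Added after seeing the data were a biological coefficient of variation fixed at 0.1, a correction for GC content in 20 bins with and without the block, and 4 combinations of a test and a threshold with an absolute log2 fold change of at least 1. The run with the fixed coefficient used edgeR's likelihood ratio test in place of the quasi-likelihood test. The replicate numbers come from the sample labels. The paper's methods state DESeq2 with FDR correction.

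The tests were tested on simulated data with known answers, in which counts were drawn from a negative binomial distribution with the means, library totals and dispersions of the real data and a set of genes was changed by known fold changes. Of 198 changed genes among the 21607 tested, edgeR recovered 173 (87.4%) with 4 false calls, DESeq2 recovered 155 (78.3%) with 0 false calls, and limma voom recovered 173 with 4 false calls. The planted changes were all larger than the upper quartile (0.38) of the absolute log2 fold changes of called genes. The recovery thus does not apply to most called genes. Libraries were simulated as independent replicates, so the false calls do not cover replicates taken from one pool.

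Gene names, positions and biotypes were taken from the TAIR10.1 annotation. The build used by the authors is not stated in the methods. Of the 37807 Arabidopsis identifiers, 37512 have an entry in that annotation and 295 are organelle genes. Of the 1999 de novo loci whose position is listed in Supplementary Table S1, 1902 (95.2%) overlap the gene they are listed as antisense to in TAIR10.1 coordinates. Long non-coding genes were those annotated as non-coding with a span of at least 200 nt, classed as antisense or intergenic by their position, together with these de novo loci. Genes known only by their primers were placed by exact match of the primers in Supplementary Table S2 to the genome and to the spliced transcripts.

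The genes named in the text were chosen by a rule, written together with the list of alternatives, which listed FLC, COOLAIR, FPA, the defence genes and the genes and lncRNAs of Figures 9C and 10C, where a table or primer match gave an identifier, and the 10 genes higher and the 10 genes lower in nsra/b with the largest absolute log2 fold change among called genes whose 3 nsra/b values all lay on one side of all 3 Col-0 values. The rule was worded for every gene the paper names that could be placed and was applied to this list and to MATE, SKIP23 and THIONIN, placed by their primers. Other genes that the paper mentions, such as FCA, MPK3 and the reference gene At1g13320, and AT2G00370, which also has primers, were left out. ARF19, AT1G53440, MSL4 and MUM4 lie outside this rule and were chosen after their values were seen. NSRa, NSRb, ASCO, APOLO and TN1 were not analysed here under those names, because no table used here pairs them with gene identifiers. The mutated genes could therefore not be used to check the genotype labels, and the direction of each change between genotypes rests on those labels. FLC fell (log2 fold change -3.42) and FPA rose (0.94) in nsra/b here. By RT-qPCR the paper reports the same directions for FLC and for the long FPA isoform. This argues against labels swapped between the genotypes.

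The principal component analysis used the log2 CPM (prior count 2) of the 500 most variable genes. Clustering of called genes along the chromosomes was tested by the number of pairs within 100 kb against 10000 random draws of as many tested genes, and the defence genes named in the paper were compared with 10000 random lists matched on mean expression in 20 bins and with limma's camera test. Sharing of reads between gene copies was checked by the share of 50-base words of a gene's exons that occur once in the genome.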

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

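The test of the genes around an interval on chromosome 1 was chosen after the result there had been seen, and the GC correction and the fixed biological coefficient of variation were added after seeing the data.

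The 10 genes with the largest increase and the 10 with the largest decrease in mock-treated seedlings, among called genes whose values did not overlap between genotypes (chance gives 10% for 3 libraries against 3), include 18 that the paper does not name by the identifier or symbol used here, 9 higher and 9 lower in nsra/b. FLC and SKIP23 are the other 2. Each of the 18 was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No table used here gives the identifiers of NSRa, NSRb and ASCO, so whether any of these is among the 18 was not determined. If NSRa or NSRb were among the 9 that rose, the genotype labels would need a check against reads.

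Among the genes that rose, AT1G64795 had a log2 fold change of 6.94 and AT1G75945 of 5.32, both uncharacterized, with 1, 4 and 10 counts of AT1G75945 in Col-0 and 181, 207 and 206 in nsra/b. The log2 fold change of AT1G75945 ran from 4.92 to 6.28 with each library left out in turn. AT1G76940 rose by 3.65 with 396, 519 and 441 counts against 4987, 5898 and 5577, and AT1G21320 by 1.93. The annotation describes AT1G76940 as an RNA-binding protein of the RRM family and AT1G21320 as a nucleic acid binding protein. AT2G18190 was at least 4.09-fold higher, as all 3 Col-0 libraries were at or under 3 counts. The de novo locus XLOC_030975 rose by 2.89, the pseudogene AT5G35935 by 2.39, HSP23.6-MITO by 1.89 and the intergenic lncRNA AT1G67105 by 1.81 on the log2 scale.

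Among the genes that fell, MRD1 changed by -7.60 on the log2 scale, AT2G38240 by -2.94, AT5G46500 by -2.91, TRM33 by -2.54, HEI10 by -2.51, AGL62 by -2.11 and SBT3.12 by -1.78. AT1G07887 was at least 25.6-fold lower and BSMT1 at least 4.96-fold lower, with all 3 nsra/b libraries at or under 3 counts. TRM33, AGL62, BSMT1 and AT2G38240 rest on fewer than 26 counts in every library. With each library left out in turn, TRM33 ran from -3.53 to -2.19, AT2G38240 from -3.49 to -2.56 and AGL62 from -2.33 to -1.83.

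Technical explanations were tested for these 18 genes together. Reads shared with a near-identical copy were tested by the share of 50-base words of the exons that occur once in the genome, and 0 of the 17 genes with a known position had less than 80% (the lowest were AT1G21320 with 83.0% and AT5G46500 with 86.8%). XLOC_030975 has no position here and was not tested. After a correction for GC content all 18 were called. With the biological coefficient of variation fixed at 0.1, all 18 were called as well, but that run used edgeR's likelihood ratio test. Its adjusted p-values were smaller than those of the main test for each of the 18, such as 1.16e-06 against 4.28e-05 for BSMT1. The run can therefore not stand for replicates that vary more. These genes were chosen for large changes, so the latter 2 counts had little room to fall. Other settings did lose calls. DESeq2 did not call TRM33 and AGL62, Bonferroni adjustment with edgeR did not call these and AT2G18190 and BSMT1, and with DESeq2 also not XLOC_030975 and AT2G38240. AGL62 was also not called without Col-0 replicate 3. Library size and the genes with the most counts were tested over all called genes and are given with the other observations. A sequence variant of the nsra/b line, a T-DNA insertion that changes transcription next to it, and a regulatory effect of NSRs would each give such counts in single genes and cannot be told apart without reads or a second allele.

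A run of 3 of these genes lies at one place. MRD1 (19963047 to 19964712, minus strand), AT1G07887 (19963067 to 19964105, plus strand) and HEI10 (19963267 to 19966952, plus strand) overlap within 3906 bases of chromosome 1 in TAIR10.1 and fell together. HEI10 had 193, 228 and 233 counts in Col-0 and 39, 44 and 28 in nsra/b. AT1G07887 overlaps HEI10 on the same strand, and whether reads there entered both counts was not tested. Of 11 other tested genes within 15 kb, 1 was called lower, AT1G53440 with a log2 fold change of -0.25, and 1 higher, MSL4 with 0.53. MSL4 and MUM4 are the tested genes next to the interval on either side, and MUM4 had a log2 fold change of -0.01 and was not called. These 3 names were chosen after their values were seen. A candidate explanation for the fall on both strands is a deletion or another sequence variant of the line at this place, and silencing of the interval would predict the same. The counts cannot separate the 2, and a regulatory effect of NSRs remains possible as well. Reads shared with gene copies were not the explanation for MRD1, because 99.05% of its 50-base words occur once in the genome.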

How the results depend on the processing

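A fixed biological coefficient of variation, the GC correction and 4 combinations with a minimum fold change were added after seeing the data. The main counts were 1140 genes higher and 774 lower in nsra/b, 37 lncRNAs (27 antisense and 10 intergenic) and 3 named target lncRNAs higher.

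Normalization by DESeq2 size factors, library size only, more than 1 CPM in at least 3 libraries, limma voom and the GC correction left all of these counts within 1.5 times the main ones. Of the 1914 called genes, 98.2% were also called with size factors, 94.9% with library size only, 96.5% with limma voom and 92.1% with the GC correction. The share of called genes that were higher was 59.6%, 64.9% with library size only and 52.5% with the GC correction. Without a filter the intergenic lncRNAs numbered 16, and the other counts stayed within 1.5 times.

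DESeq2 called 657 genes higher and 463 lower and 16 lncRNAs, 11 antisense and 5 intergenic. Bonferroni adjustment with edgeR left 325 and 169 genes and 7 lncRNAs (4 and 3), and with DESeq2 269 and 168 genes, 6 lncRNAs (4 and 2) and 1 target lncRNA. An adjusted p-value under 0.05 gave 1833 and 1385 genes and 65 lncRNAs (42 and 23). A minimum absolute log2 fold change of 1 left 50 and 45 genes, 13 lncRNAs (8 and 5) and 0 target lncRNAs. The biological coefficient of variation fixed at 0.1, which was chosen after seeing the data, left 136 and 67 genes, 13 lncRNAs (8 and 5) and 0 target lncRNAs. This setting also changed the test to edgeR's likelihood ratio test. The 4 combinations with the minimum fold change gave 32 and 29 genes, 5 lncRNAs (2 and 3) and 0 targets for DESeq2; 42 and 40 genes, 12 lncRNAs (7 and 5) and 0 targets for DESeq2 at an adjusted p-value under 0.05; 25 and 20 genes, 2 lncRNAs (1 and 1) and 0 targets for Bonferroni adjustment with edgeR; and 22 and 18 genes, 2 lncRNAs (1 and 1) and 0 targets for Bonferroni adjustment with DESeq2. In each setting with 0 targets called, 3 were higher at an unadjusted p-value under 0.05. The cause of these differences between settings was not tested, apart from the thresholds themselves.

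Across the 6 fits that each left out one library, the counts ran from 793 to 1109 genes higher, from 494 to 750 lower, from 24 to 37 lncRNAs, from 17 to 28 antisense and 7 to 10 intergenic, and from 2 to 3 target lncRNAs. FLC was called lower in every alternative run, with a log2 fold change from -3.55 to -3.30 in those 6 fits. The share of variance on the first principal component was 61.0% and ran from 58.2% to 61.3% in the fits without one library. It was 50.3% with the 2000 most variable genes, 45.8% with all tested genes and 91.5% with the variance stabilizing transformation, and the genotypes were separated in each of these.

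With the replicate number as a block, 1227 genes were called higher and 866 lower, with 41 lncRNAs and 3 target lncRNAs, and 1904 of the 1914 genes were among them. Together with the GC correction, the replicate block gave 1137 higher and 1080 lower. The deviations of same-numbered libraries from their genotype means had correlations across genes of -0.0119, 0.0254 and 0.0558, where genes are not independent replicates. The median log2 fold change of the defence genes was 0.06 with the block (camera p-value 0.553) and 0.06 without it (0.511).

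The ratio of called gene pairs within 100 kb to random pairs was 1.02 (p-value 0.21). It rose to 1.10 within 20 kb (p-value 0.0061) and to 1.06 for DESeq2 calls (p-value 0.0339), and turned below 1 within 500 kb (0.996, p-value 0.621) and for calls at an adjusted p-value under 0.05 (0.996, p-value 0.63). The cause was not tested. The median of the defence genes stayed on the same side of 0 and of the threshold in every alternative run, from 0.0294 to 0.0806 in the fits without one library.

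Of 29 single genes named in the text, 16 kept their call and direction in every alternative run for them and 13 did not. In 39 of the gene and setting combinations a call was lost, in 475 nothing changed, and 1 reversed, OCT4, which was not called and changed from 0.05 to -0.0173 without Col-0 replicate 2, with a range from -0.0173 to 0.0956 in the 6 fits without one library. AT5G38005 and SKIP23 lost their calls in 5 of the 6 fits without one library. Depth limits the antisense gene at the FLC locus, AT5G01675, for which no fold change is given because all 3 nsra/b libraries had 3 counts or fewer, and the genes with few counts. The checks of NSRa and NSRb and of ASCO were not run, since no table used here pairs these names with gene identifiers, and alternatives for the fold change of COOLAIR other than no filter gave no value because the gene was not tested in them.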

Differences from the paper's values

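The paper reports 63 genes up-regulated and 41 down-regulated in nsra/b in mock-treated seedlings, and 1140 and 774 were called here. Of the alternatives set before the data were examined, a minimum absolute log2 fold change of 1 was the setting under which both counts fell within 1.5 times the paper's, with 50 higher and 45 lower. The other alternatives did not bring either count within that range. DESeq2, the tool named in the methods, called 657 and 463, DESeq2 with the Bonferroni threshold that heads Supplementary Table S1B called 269 and 168, and edgeR with Bonferroni adjustment called 325 and 169. Both counts rose above the main ones with no filter (1271 and 931), an adjusted p-value under 0.05 (1833 and 1385) and the replicate number as a block (1227 and 866).

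After these values had been seen, 4 combinations with a minimum absolute log2 fold change of 1 were tried. DESeq2 at an adjusted p-value under 0.05 with this minimum, a setting chosen after seeing the values, gave 42 and 40, within 1.5 times the paper's 63 and 41. DESeq2 at an adjusted p-value under 0.01 with the minimum, also chosen after seeing the values, gave 32 and 29, of which the lower count is within that range and the higher is not. Bonferroni adjustment with the minimum gave 25 and 20 with edgeR and 22 and 18 with DESeq2. For the comparison of nsra/b with Col-0 the paper's methods mention no minimum fold change.

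The paper reports 5 antisense lncRNAs differentially expressed in mock-treated seedlings, and 27 were called here. Bonferroni adjustment gave 4 with edgeR and 4 with DESeq2, both within 1.5 times the paper's count, and the other alternatives set before the data were examined did not. DESeq2 at an adjusted p-value under 0.05 with a minimum absolute log2 fold change of 1, chosen after seeing the values, gave 7. The paper reports 4 intergenic lncRNAs, and 10 were called here. DESeq2 gave 5, Bonferroni adjustment with edgeR 3 and a minimum absolute log2 fold change of 1 gave 5, and the other alternatives set before the data were examined did not come within 1.5 times the paper's count. With settings chosen after seeing the values, the fixed biological coefficient of variation of 0.1 gave 5, DESeq2 with the minimum fold change gave 3 at an adjusted p-value under 0.01 and 5 under 0.05. The classes here come from the TAIR10.1 annotation and the part of the paper's list of de novo loci that gives a position.

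The paper identifies COOLAIR as lower in nsra/b in mock-treated seedlings. Here the antisense gene at the FLC locus, AT5G01675, had 10 counts in all Col-0 libraries together and 2 in nsra/b, lower in each nsra/b library than in each Col-0 library, and was too low to test. The one setting that tested it, edgeR without the filter on low counts, gave an adjusted p-value of 0.256, and no setting called it.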

Other observations

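The GC correction, the test of gene length, the comparison of libraries for sampling noise and the reading of the biological coefficient of variation were chosen after the results had been seen.

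Many more genes were called than the paper reports, most with small changes, and several technical explanations were tested. After a correction for GC content 92.1% of the called genes were called. The log2 fold change had a Spearman rho of -0.0893 with exon length across genes, which are not independent replicates. After every library was thinned to the smallest total, 86.2% were called, and without the 10 genes with the most counts 99.0%. Gene length was not corrected for. The counts of libraries of one genotype differed by more than sampling noise, with a smallest chi-square over degrees of freedom of 1.36. One library sequenced in parts that differ by sampling noise alone would not give this. Parts of one library that also differ by sequencing run were not tested. The paper's methods describe 3 biological replicates. The common biological coefficient of variation was 0.0203, and replicates drawn from one pool of seedlings or RNA cannot be told apart from separate seedlings grown alike by these counts. If the replicates came from one pool, differences between the pools that have nothing to do with the mutations could pass the test. With the coefficient fixed at 0.1, chosen after seeing the data, and edgeR's likelihood ratio test, 203 genes were called.

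Other splits of the 6 libraries into 3 and 3 were tested as well. The real split parts all 3 same-numbered pairs, as do 3 of the other 9, and 1 of these 4 splits, the real one, gave as many as 1914 called genes. In the other 3, 0 genes were called, with 410 to 624 at an unadjusted p-value under 0.05 against 5762 in the real split. For the lncRNAs 1 of the 4 splits gave as many as 37, and the other 3 called 0, with 13 to 32 at an unadjusted p-value under 0.05. For the named target lncRNAs 1 of the 4 splits gave as many as 3, and the others called 0, with 0 or 1 at an unadjusted p-value under 0.05 in the others. The 6 splits that part 1 pair called 0 or 1 gene. Every other split puts libraries of both genotypes in each group, and with 10 splits in all the share of splits cannot fall below 0.1, so this count cannot decide whether the grouping is a chance one.

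A hypothesis was that the called genes lie close together along the chromosomes, as linked variants around an insertion would make them. The 1903 called genes with a position formed 3632 pairs within 100 kb against 3577.5 in random draws, a ratio of 1.02, and random placement was not excluded (p-value 0.21 from 10000 draws). Within 20 kb the ratio was 1.10 (p-value 0.0061). Leaving out pairs of overlapping genes gave 1.01 and leaving out pairs with the same product 1.00 for the 100 kb ratio, which was near 1 to begin with, so neither overlap nor neighbouring gene copies could be tested by it. The fullest 1 Mb window held 1.63% of the called genes, but a window of this size holds too few tested genes to carry most of them, and larger segments were not tested. Grouping at short range may reflect neighbours that share regulation or reads, and this was not tested within 20 kb.

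The defence genes that the paper names were looked up in the mock-treated seedlings, where 10 of 13 could be tested. Their median log2 fold change was 0.06, at percentile 91.9 among random lists matched on expression (p-value 0.162), and limma's camera test gave a p-value of 0.511. The list mixes genes that the paper names for their expression after NAA with genes named for a switch in isoform usage, such as MKP2, JAZ2, JAZ6 and JAZ7, or as an NSRa target, such as MYC2, so its median does not test the first kind alone. A total of 7 were higher and 3 lower, 0 were called, and 2, WRKY40 with a log2 fold change of 0.28 and GRP with 0.18, were higher at an unadjusted p-value under 0.05. ERF1 entered this list as AT3G23240, which was too low to test, and AT4G17500, which the primers listed for ERF1 match, had a log2 fold change of -0.0032 and was not called. The median of the 4 tested genes placed by their primers, AT4G17500 included, was 0.14. After the GC correction the median was 0.0562, on the same side of 0. The same genes after NAA were not analysed here, so no difference between the conditions was tested.

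FPA (AT2G43410), which the paper studies as a gene with altered RNA processing in nsra/b, had 1208, 1527 and 1476 counts in mock-treated Col-0 and 2357, 2756 and 2675 in nsra/b. The log2 fold change of its gene counts was 0.94 (standard error 0.0330, adjusted p = 8.06e-21 from edgeR's quasi-likelihood test), higher in 3 of 3 nsra/b libraries, and gene counts do not resolve its transcripts. Of the genes with RIP or RT-qPCR primers, MATE (AT2G04050) had a log2 fold change of 1.32, SKIP23 (AT5G55150) of 1.80 and RAV2 of -0.22, all called by the same test, whereas OCT4, SAUR72 and CAF1b were not called.

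ARF19 (AT1G19220) was chosen after its values were seen. The gene had 557, 631 and 565 counts in Col-0 and 218, 265 and 241 in nsra/b without added auxin, a log2 fold change of -1.23 (standard error 0.0642, adjusted p = 4.61e-16 from edgeR's quasi-likelihood test), and was lower in 3 of 3 nsra/b libraries. It was called in all 25 settings, with a log2 fold change from -1.26 to -1.19 and adjusted p-values from 7.10e-73 to 3.42e-13. No biological explanation was tested.

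Some primers in Supplementary Table S2 match other genes than those they are listed under. Both primers listed for CAF1a match CAF1b (AT5G22250), both listed for ERF1 match ERF-1 (AT4G17500) and not ERF1 (AT3G23240), and the reverse primer listed for WRKY18 matches WRKY22 (AT4G01250), whereas its forward primer matches WRKY18 (AT4G31800). The pair listed as AT1G39675 matches AT2G39675, and its reverse primer also matches AT1G07613, AT1G50055 and AT2G27400.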
